# Raptor regulates functional maturation of murine beta cells

**DOI:** 10.1038/ncomms15755

**Published:** 2017-06-09

**Authors:** Qicheng Ni, Yanyun Gu, Yun Xie, Qinglei Yin, Hongli Zhang, Aifang Nie, Wenyi Li, Yanqiu Wang, Guang Ning, Weiqing Wang, Qidi Wang

## Abstract

Diabetes is associated with beta cell mass loss and islet dysfunctions. mTORC1 regulates beta cell survival, proliferation and function in physiological and pathological conditions, such as pregnancy and pancreatectomy. Here we show that deletion of *Raptor*, which is an essential component of mTORC1, in insulin-expressing cells promotes hypoinsulinemia and glucose intolerance. *Raptor*-deficient beta cells display reduced glucose responsiveness and exhibit a glucose metabolic profile resembling fetal beta cells. Knockout islets have decreased expression of key factors of functional maturation and upregulation of neonatal markers and beta cell disallowed genes, resulting in loss of functional maturity. Mechanistically, *Raptor*-deficient beta cells show reduced expression of DNA-methyltransferase 3a and altered patterns of DNA methylation at loci that are involved in the repression of disallowed genes. The present findings highlight a novel role of mTORC1 as a core mechanism governing postnatal beta cell maturation and physiologic beta cell mass during adulthood.

## Abstract (web summary)

mTORC1 regulates beta cell survival, function and adaptation to physiologic and pathological stimuli. Here Ni *et al*. demonstrate that that deficiency of Raptor, a component of mTORC1 complex, impairs insulin secretion and glucose tolerance in mice by affecting maturation of beta cells during the postnatal period.

Type 2 diabetes is characterized by hyperglycaemia due to insulin resistance in peripheral tissues and a defect of insulin secretion resulting from continuous loss of functional beta cell mass^1^. In the adult pancreas, functional beta cell mass is not only determined by the number of beta cells, but also by their functional maturation status, including the ability to produce and secrete mature insulin in response to elevated blood glucose level^2^,^3^. Dedifferentiation of mature beta cell to a progenitor-like state under metabolic stress is one of the mechanisms of beta cell failure in type 2 diabetes^4^. Several transcription factors (*Pdx1, Nkx6.1, NeuroD1, MafA, Islet-1*)^5^,^6^,^7^,^8^,^9^, cellular signals (thyroid hormone, CTGF)^10^,^11^ and nuclear receptor ERRγ (ref. 12) have been reported to be crucial for maintaining beta cell identity and functional maturation. Yet, it remains unclear which signalling pathway determines beta cell functional maturation and mass expansion after birth. Fetal beta cells are poorly responsive to glucose^13^, but undergo a dramatic process of functional maturation in the early postnatal period, between day 2–8 (ref. 14), characterized by acquisition of the ability to secrete insulin in response to glucose^15^.

mTOR signalling is composed of a number of highly conserved Ser/Thr protein kinases, functioning in the form of at least two large protein complexes, mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2)^16^. mTORC1 consists of RAPTOR (regulatory associated protein of mTOR), mLST8, PRAS40, DEPTOR and mTOR, which is sensitive to rapamycin^17^. mTORC1 pathway is recognized as a key factor to integrate signals from nutrients, growth factors and hormones, and controls cellular processes, including protein synthesis, ribosome biogenesis and lipogenesis by modulating eukaryotic translation initiation factor 4E binding protein 1 (4E-BP1) and ribosomal protein S6 kinase 1 (S6K1) (ref. 18). Multiple studies have clarified the role of mTORC1 signalling in beta cell function and mass. First, *in vitro* studies using rapamycin demonstrated that mTORC1 regulates beta cell function and survival in beta cell lines and murine/human islets^19^. Second, we and others have reported that rapamycin *in vivo* prevented beta cell adaptation to challenges, such as pregnancy^20^ and 60% partial-pancreatectomy^21^. Third, stimulation of mTORC1 activity in beta cells by overexpression of *Rheb* (ref. 22) or disruption of *Tsc1*/*Tsc2* (refs 23, 24) increased beta cell mass and improved glucose tolerance. Fourth, global *S6k1* deficient and *Rps6* knockout mice exhibited hypoinsulinemia and glucose intolerance, with diminished beta cell size^25^,^26^,^27^. Observations from the genetic models targeting component of the mTORC1 pathway suggest that mTORC1 is a key signal to regulate beta cell mass; nevertheless, its effect on beta cell proliferation and apoptosis remains controversial. Recent work using conditional *Raptor* knockout mice demonstrated tissue-specific mTORC1 functions in controlling whole-body metabolism^28^,^29^,^30^. Currently, the role of *Raptor* in beta cells remains unknown.

In the present study, we use beta cell specific *Raptor* knockout mice and report a direct link between mTORC1 signalling and beta cell functional maturation, which is an important and novel field of beta cell research. There exist multiple layers of regulation, including protein/insulin synthesis, translational capacity, cell size, mitochondria metabolism and DNA methylation. *Raptor*-induced beta cell functional immaturity precedes the onset of hyperglycaemia, which leads to beta cell failure.

## Results

### Impaired glucose tolerance and insulin secretion in βRapKO mice

In preliminary studies, we examined the expression of mTORC1 target PS6 in pancreas sections during the transition from early neonatal life to post-weaning (Fig. 1a). IHC analysis of pancreatic sections showed that PS6 protein could be detected in some insulin^+^ cells from P1 pups, but strongly increased in nearly all insulin^+^ cells between P4 and P8 (Fig. 1a). By P11 just after the end of the maturation window, fewer beta cells showed staining for PS6 (Fig. 1a). Thus, expression of PS6 coincides with the transition from ‘immature' to ‘mature' glucose-stimulated insulin secretion (GSIS) response between 2 and 8 postnatal days (ref. 14), raising the possibility that the mTORC1 pathway plays a role in beta cell functional maturation.

To investigate the role of mTORC1 in mature beta cells, we generated mice lacking the key mTORC1 component *Raptor* specifically in beta cells (βRapKO). Successful knockout of *Raptor* was confirmed by western blot: RAPTOR was selectively absent in islets from 8-week-old βRapKO mice (Supplementary Fig. 1a). In addition, the mutant islets showed reduced phosphorylation of mTORC1 targets 4E-BP1 and PS6 (Ser240/244) (Fig. 1b). 4E-BP1 dephosphorylation was reflected in the shift from the highly phosphorylated γ-band to the nonphosphorylated α-band and an intermediate β-band (Fig. 1b). Thus, βRapKO mice are specifically defective in mTORC1 signalling in beta cells.

*Raptor* heterozygous mutant mice (βRapHET) exhibited similar weight, blood glucose levels, plasma insulin concentrations and survival rates as their littermate controls carrying the floxed allele of *Raptor* (WT) (Fig. 1c–g,i). βRapKO mice were born in the expected Mendelian ratio and did not differ in body weight from WT (Fig. 1c). However, the mutant mice started to display elevated random-fed glucose and 6-h fasted glucose level at the age of 4 weeks, and their glycemic control worsened with age (Fig. 1d,e). This rise was associated with significantly lower 6-h fasted plasma insulin levels in mutant animals, as early as 8 weeks after birth (Fig. 1f). We next measured blood glucose and plasma insulin levels after intraperitoneal glucose injection in 8-week-old βRapKO and WT: there was no significant difference in fasting glucose concentration, but a dramatic increase in glycaemia was observed in βRapKO mice following glucose challenge (Fig. 1g). As expected, these mutant mice exhibited lower basal insulin concentrations and mounted a poor insulin response when challenged with glucose (Fig. 1h). βRapKO mice showed a significant decrease in body weight at the age of 16 weeks compared with their age-matched littermates (Fig. 1c), and eventually died between 14 and 36 weeks after birth (mean life span 18 weeks, Fig. 1i) with severe and sustained hyperglycaemia (>30 mmol l^−1^). Female βRapKO mice also became diabetic, but the phenotype developed more slowly and was less severe than in males (Supplementary Fig. 1b,c).

### Decreased beta cell mass in βRapKO mice

To understand if diabetes in βRapKO mice was caused by reduced beta cell mass, we examined islets morphology in 8-week-old WT and mutant mice. The 8-week-old βRapKO mice did not display disrupted islet structure, and their alpha cells were still residing at the periphery (Fig. 2a). Notably, the adjusted beta cell mass of βRapKO was 49.8% lower than WT (Fig. 2c). It is known that mTORC1 regulates beta cell growth^17^. To evaluate beta cell size, we used insulin staining to mark beta cells and β-catenin staining to highlight cell boundaries (Fig. 2b): a 27% reduction in beta cell size was observed in βRapKO mice (Fig. 2d). We detected a three-fold increase in the percentage of apoptotic Tunel^+^insulin^+^ cells (Fig. 2e), with comparable proportions of Ki67^+^insulin^+^ cells in mutant islets (Fig. 2f). These changes resulted in a significant decrease in the number of insulin^+^ cells per islet (Fig. 2g). Therefore, ablation of *Raptor* affected beta cell mass and number, possibly due to defects in beta cell growth and survival. Moreover, a striking reduction in pancreatic insulin content (Fig. 2h) in βRapKO mice further demonstrated that loss of functional beta cell mass was attributed to the poor glycemic control. We also checked the pancreata from 16-week-old βRapKO mice with prolonged severe hyperglycaemia (6-h fasted glucose, 23.8±1.4 mmol l^−1^). In this case, we found a change in alpha cell distribution, with some located in the centre of islets (Supplementary Fig. 2).

### Gene-expression profile of βRapKO islets

To understand the global molecular basis of the phenotype caused by the loss of *Raptor* in beta cells, we isolated pancreatic islets from 8-week-old βRapKO and WT mice. At this time point, βRapKO mice did not show weight loss and their overnight fasting glucose was below 8 mmol l^−1^. We compared gene-expression profile by microarray of islets between the two groups and detected significant differences in the expression levels of 1,150 genes (fold change>1.5), among which 786 were increased and 364 were decreased.

To define the cellular processes affected in βRapKO islets, we performed Gene Ontology (GO) analysis of differentially expressed genes. This analysis revealed alterations of several biological processes that are crucial to beta cell function, that is, insulin secretion, cell growth and apoptotic process, carbohydrate metabolic process, ATP biosynthetic process and ion transport following *Raptor* ablation (Fig. 3a). We further used the ingenuity pathway analysis to investigate alterations of known pathways and listed the top 10 increased and decreased pathways in βRapKO islets (Fig. 3b). Metabolic pathways, calcium signalling and insulin secretion were among the top decreased cellular biological processes, while PI3K-AKT, RAS and MAPK signalling related to canonical mitogenic and survival pathways were preferentially increased in mutant islets (Fig. 3b).

### Defects in GSIS and glucose metabolism in βRapKO islets

The observation that crucial pathways required for physiologic insulin secretion were preferentially decreased in βRapKO transcriptome led us to evaluate beta cell function *ex vivo*. In parallel to decreased pancreatic insulin content, a dramatic reduction in both insulin (58.9% of WT, Supplementary Fig. 3a) and protein content (71.8% of WT, Supplementary Fig. 3b) was observed in islets from 8-week-old βRapKO mice. By calculating insulin secretion as a percentage of total islet insulin content, we found that 8-week-old mutant islets secreted nearly 40% less of their total insulin than WT at 16.7  mmol l^−1^ glucose, whereas they had comparable basal insulin secretion at 2.8 mM glucose (Fig. 3c). Impaired GSIS was also observed when insulin secretion was corrected by total DNA content (Supplementary Fig. 3c). We then evaluated whether *Raptor* ablation also affects formation of insulin secretory vesicles. We analysed beta cell ultrastructure in 8-week-old βRapKO and WT using electron microscopy (Fig. 3g) and found a significant decline in the overall number (Fig. 3h) and mean size of secretory vesicles (Fig. 3i). Moreover, the proportion of immature vesicles was significantly increased in *Raptor*-deficient beta cells (Fig. 3j). We conclude that loss of *Raptor* results in a defect in protein/insulin production, GSIS response and secretory vesicle formation/maturation.

Interestingly, we did not observe differences in mRNA expression levels of *Ins1*, *Ins2* and proinsulin/insulin convertases (*Pcsk1*, *Pcsk2*) in 8-week-old βRapKO and WT islets (Fig. 3d). It is known that mTORC1 regulates translational initiation, which occurs primarily at the level of translation of pre-transcribed *Insulin* mRNA^31^. Indeed, deletion of *Raptor* induced dephohsphorylation of 4E-BP1 and S6 (Fig. 1b) and reduced the abundance of ribosomal proteins, that is, RPL7 and RPL26 (Supplementary Fig. 3e), indicating a diminished translational capacity. We then interrogated expression of genes implicated in insulin release, and found that most of them were not changed, including *Kcnj11*, *Abcc8*, *Pclo*, *Rims2* (Fig. 3d). In contrast, genes encoding proteins participating in granule trafficking and membrane exocytosis such as *Vamp2*, *Sytl4*, *Gjd2* were significantly decreased (Fig. 3d), as was the type 2 diabetes-associated gene *Slc30a8*, encoding zinc transporter-8 (*ZnT8*), which is important for insulin secretion^32^ (Fig. 3d).

In *Raptor*-deficient islets, metabolic pathway was the top decreased biological process identified by microarray analysis (Fig. 3b). To determine whether the failure to respond to glucose occurs at the level of glucose transport across the membrane, we examined *Glut2* levels in 8-week-old βRapKO mice and found a dramatic decrease in *Glut2* mRNA expression and protein levels, as determined by RT-PCR (Fig. 3f) and immunostaining (Supplementary Fig. 3f). Moreover, the key anaplerotic enzyme in mitochondria, pyruvate carboxylase (*Pcx*), as well as several other genes encoding subunits of electron transport chain complexes I–V including *Ndufs2*, *Ndufb8, Cox6a2*, *Cox6c*, *Cox8a*, *Cox8c*, *ATP5a1*, *ATP5j2* (Fig. 3f and Supplementary Table 1) were significantly decreased. Of interest, several glycolytic enzymes, including lactate dehydrogenase A (*Ldha*), aldolase B (*AldoB*) and hexokinase 1 (*Hk1*) that are minimally expressed in mature beta cells were significantly upregulated (Fig. 3f). We further confirmed that LDHA protein level was 4.25-fold increased by western blot (Supplementary Fig. 3g). These characteristics of enhanced glycolytic gene expression in βRapKO islets resemble those of poorly responsive neonatal islets^33^. Next, we measured intracellular ATP content and found that ATP level in 8-week-old mutant islets was decreased by 65% compared to WT (Fig. 3e). mTORC1 has been suggested to control mitochondrial oxidative function via its target, proliferator-activated receptor gamma coactivator 1 (PGC1α)^34^. Accordingly, we also detected a strong decrease in PGC1α protein abundance in the mutants (Supplementary Fig. 3e).

### Loss of beta cell functional maturity in βRapKO mice

Decreased expression of key metabolic genes *Glut2* and *Pcx*, derepression of glycolytic gene *Ldha*, *AldoB* and *Hk1*, as well as reduced ATP production and GSIS, are properties shared by 8-week-old βRapKO islets and fetal beta cells^35^,^36^,^37^,^38^. Importantly, *Raptor* ablation significantly reduced *Pdx1, Nkx6.1, NeuroD1* and *MafA* expression (Fig. 4a,b and Supplementary Fig. 3d), which are essential transcription factors for maintaining beta cell functional maturity^5^,^6^,^7^,^8^. Urocortin 3 (UCN3) is a peptide hormone expressed exclusively in mature beta cells and was recently identified as a molecular marker of functional beta cell maturation^14^. The level of *Ucn3* mRNA decreased >50% in islets from 8-week-old βRapKO mice (Fig. 4b). Accordingly, double immunofluorescence labelling demonstrated strong Ucn3 staining in nearly all insulin^+^ cells in 8-week-old WT, but remarkably decreased staining in mutant beta cells of age-matched animals (Fig. 4c). We found an increase in neonatal markers^36^ delta-like 1 homologue (*Dlk1*) and *MafB* expression in 8-week-old *Raptor*-deficient islets, with comparable transcriptional level of *Npy* (Fig. 4b). Moreover, we found that 3.8% of cells were insulin^+^MafB^+^ in 8-week-old βRapKO pancreas, but not in WT controls, as determined by morphometric analysis of immunostaining (Fig. 4d). Interestingly, expression of the endocrine progenitor marker *Ngn3* doubled in mutant islets. (Fig. 4b).

Ectopic expression of genes that are disallowed in beta cells is also crucial to maintaining the mature phenotype of beta cells^39^. Pullen *et al*.^40^ and Thorrez *et al*.^41^ have identified 39 and 33 disallowed genes, respectively, that are downregulated in islets relative to all other mouse tissues studied (red circles in Supplementary Fig. 5a). Remarkably, we found 31 out of 65 genes in 8-week-old βRapKO islets were significantly upregulated based on microarray data (blue circle in Supplementary Fig. 5a and listed in Supplementary Fig. 5b). Next, we confirmed the upregulation of platelet-derived growth factor receptor α (*Pdgfra*), insulin-like growth factor binding protein 4 (*Igfbp4*), ornithine aminotransferase (*Oat*) and myosin light chain kinase (*Mylk*) in 8-week-old *Raptor*-deficient islets by RT-PCR (Fig. 4b, Supplementary Fig 3d).

To exclude the possibility that the observed immature phenotype is merely caused by hyperglycaemia, we performed experiments on 2-week-old euglycemic βRapKO mice (Fig. 5a) and WT with comparable beta cell mass (Fig. 5b). These young βRapKO mice exhibited similar beta cell proliferation rates and number of insulin^+^ cells per islet, but a significant decreased beta cell size, insulin content and increased beta cell apoptosis (Supplementary Fig. 4). We then performed immunostaining with antibodies against insulin, glucagon and MafA (or MafB) (Fig. 5e,f). Quantification revealed that the percentage of beta cells coexpressing MafA was decreased (Fig. 5c), while the proportion of insulin^+^MafB^+^ cells was significantly increased (Fig. 5d) in mutant islets. Moreover, a significantly lower level of GLUT2 expression was found in mutant beta cells, as determined by immunostaining (Fig. 5g). Importantly, isolated islets from 2-week-old mutant mice displayed an ‘immature' response to basal and stimulated glucose: they had elevated basal insulin secretion at 2.8 mM glucose, but reduced GSIS response under high glucose (16.7 mM) stimulation (Fig. 5h). Then we calculated their stimulation index (fold change in GSIS), and found that WT and mutant islets can be significantly distinguished (Fig. 5i). Thus, the changes in beta cells antedate the onset of diabetes and are likely a cause, rather than a result of it.

### Altered DNA methylation and disallowed genes in βRapKO islets

DNA methylation has been proposed to drive functional maturation of pancreatic beta cells^42^. To evaluate the possibility that altered methylation is involved in mTORC1-dependent maturation, DNA immunoprecipitation sequencing (MeDIP-seq) was carried out on islets isolated from 8-week-old βRapKO and WT mice. 

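In MeDIP-seq, sheared DNA is enriched with an antibody against methylated cytosine and sequenced, so that sequenced tags accumulate where methylated CpG sites are dense. The experiment had 4 libraries, 2 from WT and 2 from βRapKO islets, from mice 8 weeks old. The authors called peaks in each library separately with MACS version 1.4.2, without a control library, at a p cutoff of 1e-05 and with 1 tag kept per position. They deposited for every peak its position, its count of tags, its −log10(p) multiplied by 10 and its fold enrichment over the local background. WT replicates 1 and 2 had 51603384 and 62359033 tags, of which 25585533 and 31330751 were left after duplicates were removed. βRapKO replicates 1 and 2 had 59633752 and 59304094 tags, of which 29220997 and 29175287 were left. MACS called 121186 and 151093 peaks in the WT libraries and 117638 and 119685 in the βRapKO libraries. The peaks held 32.0% and 35.4% of the WT tags and 29.2% and 31.0% of the βRapKO tags. They covered 147 and 163 Mb in WT and 148 and 157 Mb in βRapKO.

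Peaks that overlapped by at least 1 bp were merged across libraries into 186169 regions on the autosomes, X and Y of GRCm38 (mm10). A peak was called in all 4 libraries at 75052 of them. Only these regions entered the test of tag counts, because a region without a peak has no count in that library. Counts were scaled to CPM, tags per 1000000 of the tags left after removal of duplicates, without a further correction between libraries, so that a difference across the whole genome was kept. Over these regions the correlation of log2 tags was 0.918 between the WT libraries and 0.916 between the βRapKO libraries, and 0.906 to 0.920 between libraries of different genotype. Libraries of the same genotype differed by more than the sampling noise of their counts, with a chi-square per region of 2.29 in WT and 2.35 in βRapKO. At the targeted gene Rptor (chromosome 11, 119602905 to 119899576), the region with the most tags lay in intron 1, from 119627175 to 119629543. It had 9.69 and 9.86 CPM in WT replicates 1 and 2 and 7.70 and 9.43 in βRapKO replicates 1 and 2 (log2 fold-change −0.19, adjusted p = 0.866 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).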

We showed distribution frequencies in violin plots, and we could clearly find that median, 25% quantile and 75% quantile of methylation values (RPKM) in βRapKO mice were all lower than WT islets (Fig. 6a). 

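The same quantiles were computed for the tag density of the peaks, as tags per kb of peak per 1000000 tags, which has the unit of RPKM but covers peaks and not all windows of the genome. The 25% quantile was 1.54 ± 0.0108 (SD, n = 2 libraries) in WT and 1.44 ± 0.0033 (SD, n = 2) in βRapKO. The median was 1.84 ± 0.0054 (SD, n = 2) in WT and 1.69 ± 0.0017 (SD, n = 2) in βRapKO. The 75% quantile was 2.33 ± 0.0022 (SD, n = 2) in WT and 2.09 ± 0.0088 (SD, n = 2) in βRapKO. The log2 ratios of βRapKO to WT were −0.099, −0.13 and −0.16 for the 3 quantiles. Both βRapKO libraries were below both WT libraries at each quantile (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Peaks were wider in βRapKO, with median widths of 1102 and 1150 bp against 1059 and 938 bp in WT. The choice of library size moved the ratios most: with the sum of tags in peaks as the library size, the log2 ratios were 0.061, 0.033 and 0.0034. Dividing by the tags in peaks removes a decline common to all peaks, so these values cannot show whether there was one.

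**Figure D1:**
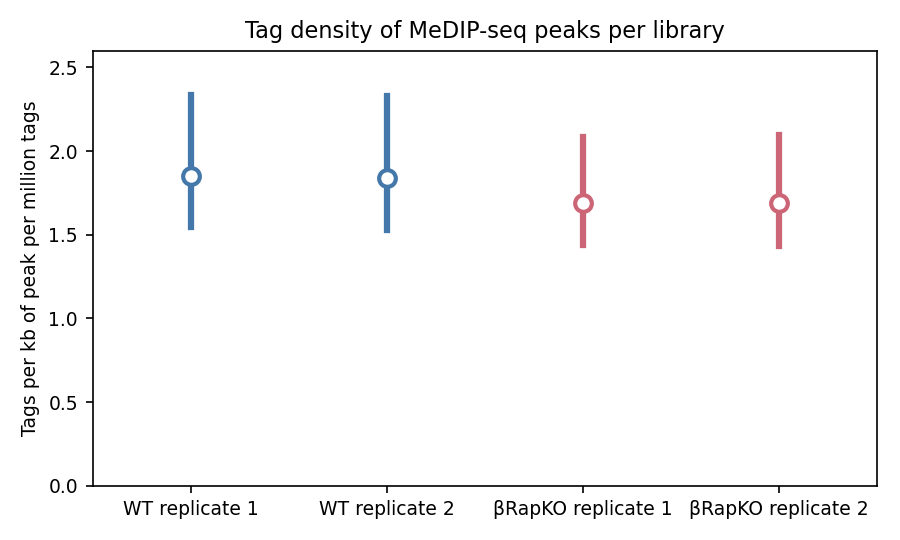
Tag density of the peaks of each MeDIP-seq library, in tags per kb of peak per 1000000 tags. Circles are medians and bars run from the 25% to the 75% quantile over the peaks of a library. The medians are 1.85 and 1.84 in the WT libraries and 1.69 and 1.69 in the βRapKO libraries.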

A total of 22,046 differential methylation regions (DMRs) were significantly changed (fold-change>1.5). 

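Of the 75052 regions with a peak in all 4 libraries, 1332 had a mean tag count more than 1.5-fold lower in βRapKO islets and 966 had a count more than 1.5-fold higher. The difference at single regions was tested with edgeR's quasi-likelihood test on the 2 libraries of each genotype. No region passed a Benjamini-Hochberg FDR of 0.05 (0 lower and 0 higher), and the smallest adjusted p was 0.173 from this test. An unadjusted p under 0.05 was found for 4363 regions, 2950 lower and 1413 higher, where 3753 would be found by chance. With TMM normalization more of these regions were higher (2253) than lower (1802). TMM centres the log ratios, so this balance cannot show a difference common to all regions. With the replicate number as a block, 0 regions passed in each direction and 4731 regions had an unadjusted p under 0.05. Libraries with the same replicate number deviated from their genotype means with a correlation of 0.0474 over regions. On tag counts simulated with the same dispersion in all regions, the test found 109 of 200 regions with a 2-fold difference. Regions that vary more than this were not simulated, and neither was a 1.5-fold difference. The share found in the real counts could therefore be lower. At the same FDR and fold-change, the alternative that changed the counts was DESeq2, with 0 regions lower and 2 regions higher in βRapKO. The number at an unadjusted p under 0.05 ran from 963 regions with DESeq2 (365 lower and 598 higher) to 9777 with tags per kb of peaks (9519 lower and 258 higher). DESeq2's size factors also centre the log ratios, with a median of 0.0014.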

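Regions were also sorted by the libraries in which a peak was called. A peak in both WT libraries and neither βRapKO library was found at 7747 regions, and a peak in both βRapKO libraries and neither WT library at 2947 regions. WT replicate 2, which had the most tags and the most peaks, shared 7765 regions with βRapKO replicate 2 alone and 6555 regions with βRapKO replicate 1 alone. WT replicate 1 shared 2915 regions with βRapKO replicate 2 alone and 3027 with βRapKO replicate 1 alone. The WT-only count lay between the counts of WT replicate 2 with each βRapKO library. The tags of a library are not known at a region where it had no peak. A missing call therefore does not show that methylated DNA was absent there. The WT-only regions with the highest CPM were on chromosome Y from 90809934 to 90815494, over the gene Gm47283, with 53.9 and 41.4 CPM in WT replicates 1 and 2, and on chromosome 8 from 43312811 to 43320711, outside protein-coding genes and their upstream 2 kb, with 37.6 and 30.6. The βRapKO-only regions with the highest CPM were on chromosome 5 from 24397089 to 24403218, at Abcb8, with 17.9 and 18.7 CPM in βRapKO replicates 1 and 2, and on chromosome 11 from 115787596 to 115793943, at Tmem94, with 13.4 and 15.4.

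Regions were assigned to protein-coding genes when they overlapped the gene body or the 2 kb upstream of it, and 17052 genes had at least 1 region. A lower region was one with a fold-change above 1.5 or one called in WT only, and a higher region was the mirror of it. A lower region was found in 3806 genes and a higher region in 1765 genes, and 781 genes had both. With only the regions called in all 4 libraries, the counts were 852 and 480 genes.

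**Figure D2:**
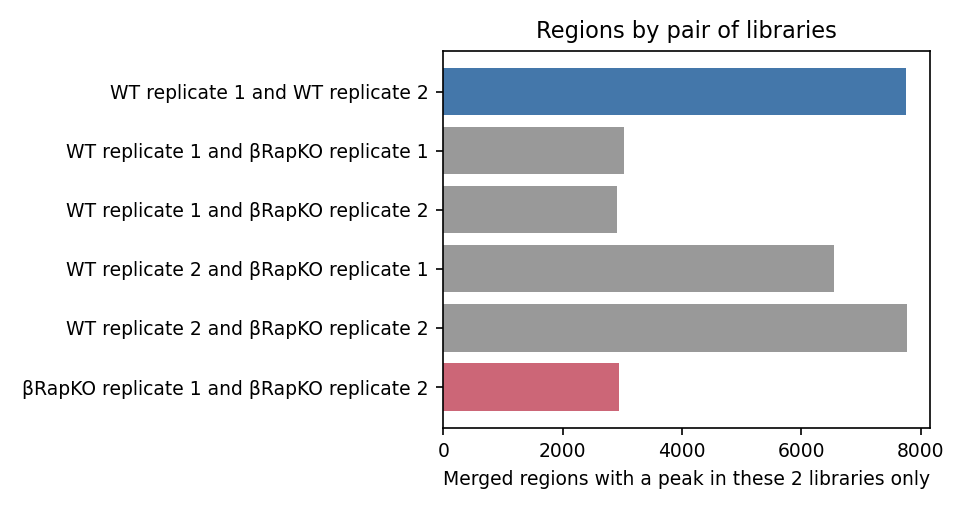
Number of merged regions with a peak in exactly 2 of the 4 libraries, for each pair of libraries. The blue bar is the WT pair, with 7747 regions, the red bar is the βRapKO pair, with 2947 regions, and grey bars are pairs of different genotype.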

Among them, 17,144 regions corresponding to 5,713 genes were hypo-methylated; while 4,902 regions corresponding to 1,783 genes were hyper-methylated. Decrease levels of DNA methylation have previously been associated with transcription upregulation^43^. We therefore sought to correlate changes in DNA methylation with changes in mRNA expression (fold-change>1.5) of the same genes and identified 1,224 DMRs related to 459 genes whose changes were consistent with changes in gene expression (Fig. 6b). A total of 306 genes had an inverse relation, with 90% exhibiting a decrease in DNA methylation and an increased mRNA expression (Fig. 6b), including many pancreatic beta cell disallowed genes (Fig. 6i).

It has been reported that loss of *Dnmt3a* in pancreatic beta cells induced *Ldha*, *Hk1*, *AldoB* demethylation and upregulation, thus prevents developmental metabolic reprogramming, resulting in loss of GSIS^42^. We found a comparable *Dnmt3a* mRNA expression, but a significant decrease in DNMT3A protein abundance in *Raptor*-deficient islets (Fig. 6c,d), as well as in intact islets and INS-1 cell *in vitro* treated with mTORC1 inhibitor rapamycin (Fig. 6e–g). As shown in Fig. 6h, 12 h treatment with protein translation inhibitor Cycloheximide (CHX) significantly reduced DNMT3A protein expression, to a similar extent as 48 h rapamycin did. Importantly, a further suppression of DNMT3A abundance did not occur when rapamycin treatment occurred in the presence of Cycloheximide (Fig. 6h). These results suggest that mTORC1 directly regulates DNMT3A levels via translational control.

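Of the 31 disallowed genes shown as upregulated in Supplementary Fig. 5b, 25 had a merged region in the gene body or the 2 kb upstream. A lower region in βRapKO was found in 9 of these genes (29.0% of the 31), and a higher region in 2. Random lists of genes with the same numbers of regions held 5.88 genes with a lower region on average, and a permutation share of 0.0806 of 10000 lists held at least as many (one-sided). When tags were divided by the width of the peaks, 11 genes had a lower region, with a share of 0.0297. In the other alternatives with all 4 libraries the share lay between 0.0622, with TMM, and 0.359, with only the regions called in all 4 libraries. Only 2 of the 9 genes, Abca8a and Ndrg2, had a region in all 4 libraries with a fold-change above 1.5. The other 7 had regions with a peak in both WT libraries and neither βRapKO library. Among the 12 genes of Fig. 6i, a lower region was found in 7: Igfbp4, Acot7, Abca8a, Itih5, Mylk, Cat and Fgf1. Itih5 also had a region with a peak in both βRapKO libraries and neither WT library.

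The region with the most tags in Abca8a lay on chromosome 11 from 110029457 to 110031178 over exons 33 to 36, with 2.65 ± 0.491 CPM (SD, n = 2) in WT and 1.63 ± 0.268 (SD, n = 2) in βRapKO. Its log2 fold-change was −0.71 (adjusted p = 0.823 from edgeR's quasi-likelihood test). In Ndrg2 the region from 51910084 to 51912538 on chromosome 14, over exons 2 to 5, had a log2 fold-change of −0.64 (adjusted p = 0.850). In Tgm2 the region from 158142498 to 158144789 on chromosome 2, over exon 2, had a log2 fold-change of −0.45 (adjusted p = 0.850). In Igfbp4 the region over exon 1, from 99041559 to 99043692 on chromosome 11, had a log2 fold-change of −0.26 (adjusted p = 0.865). When tags were divided by peak width, the log2 fold-change was −0.62 in Abca8a, −0.11 in Tgm2 and −0.485 in Igfbp4. The median over all tested regions was −0.17 in that unit. In Parp3 a peak was called in WT replicate 1 alone, with 39 tags. At Cat the 2 libraries of each genotype differed by more than the genotypes did, with 7.39 and 16.5 CPM in the WT libraries and 6.57 and 16.0 in the βRapKO libraries. This spread followed the replicate number, and βRapKO was below WT within each number. Over all tested regions, deviations of libraries with the same number had a correlation of 0.0474.

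**Figure D3:**
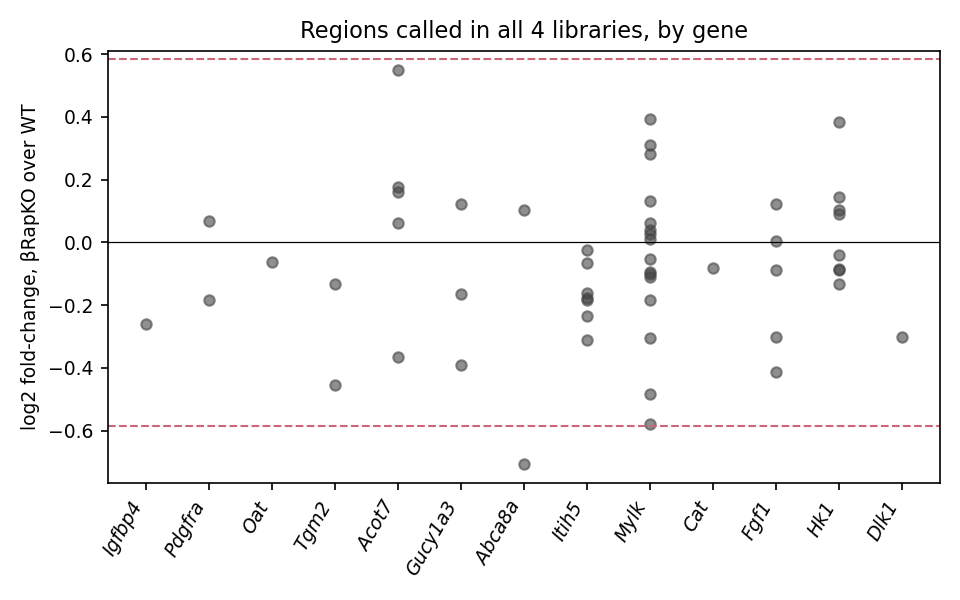
Log2 fold-change of CPM, βRapKO over WT, for each region called in all 4 libraries in the genes of Fig. 6i and Fig. 6j. Each point is 1 region, and dashed lines mark a fold-change of 1.5 in each direction. A single point, in Abca8a at −0.71, lies beyond them.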

Notably, our data showed that ∼40% of the upregulated disallowed genes in *Raptor*-deficient islets were found to be preferentially hypo-methylated (Fig. 6i). We confirmed that genes expressed in the neonatal period and beta cell disallowed genes (*Hk1*, *Dlk1*, *Pdgfra*, *Oat* and *Mylk*) were hypo-methylated (Fig. 6j) and transcriptionally activated (Fig. 4b) in *Raptor*-deficient islets. These results indicate that DNA methylation might participate in the control of repression of disallowed genes in βRapKO mice.

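Pdgfra lies on chromosome 5 from 75152292 to 75198215 and had 8 merged regions, 2 of them with a peak in all 4 libraries, 1 below and 1 above WT. The region with the most tags, over exon 3 from 75162672 to 75164385, had 3.73 ± 0.359 CPM (SD, n = 2) in WT and 3.29 ± 0.142 (SD, n = 2) in βRapKO. Its log2 fold-change was −0.18 (adjusted p = 0.896 from edgeR's quasi-likelihood test). Hk1, on chromosome 10 from 62268855 to 62379908, had 18 regions, of which 8 had a peak in all 4 libraries, 4 below and 4 above WT. A Hk1 region over exon 2, from 62314616 to 62315962, had peaks in both WT libraries, with 55 and 70 tags, and in neither βRapKO library. The Hk1 region with the most tags, over exon 4 from 62297882 to 62301007, had 6.85 ± 0.705 CPM (SD, n = 2) in WT and 7.36 ± 1.02 (SD, n = 2) in βRapKO, a log2 fold-change of 0.10 (adjusted p = 0.934) that was −0.071 when tags were divided by peak width. Dlk1, on chromosome 12 from 109452823 to 109463336, had 4 regions. The region called in all 4 libraries, upstream of the gene and over exon 1 from 109451189 to 109453092, had a log2 fold-change of −0.30 (adjusted p = 0.866). A Dlk1 region at the 3′ end of exon 6, from 109462439 to 109463499, had peaks in both βRapKO libraries and neither WT library. The single region of Oat, over exons 2 to 4 from 132566402 to 132573133 on chromosome 7, had a log2 fold-change of −0.064 (adjusted p = 0.968) that was 0.091 with the sum of tags in peaks as library size. Mylk, on chromosome 16 from 34745210 to 35002420, had 28 regions, of which 16 had a peak in all 4 libraries, 8 below and 8 above WT. These divisions, as for Pdgfra and Hk1, were by CPM. By tags per kb of peak, each of these Pdgfra and Hk1 regions had a lower mean in βRapKO. So did most, though not all, of these Mylk regions. The median log2 fold-change of tags per kb of peak over all 75052 regions was also negative, at −0.17. The Mylk region with the most tags, over exon 2 from 34814581 to 34817427, had a log2 fold-change of −0.18 (adjusted p = 0.894), and 4 other Mylk regions had peaks in both WT libraries and neither βRapKO library. None of the 5 regions given with an adjusted p passed the test, and regions without a peak in all 4 libraries were not tested. In the Pdgfra and Dlk1 regions with the most tags, both βRapKO libraries were below both WT libraries. Fig. 6j gives no coordinates, so its windows were not matched to single regions.

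**Figure D4:**
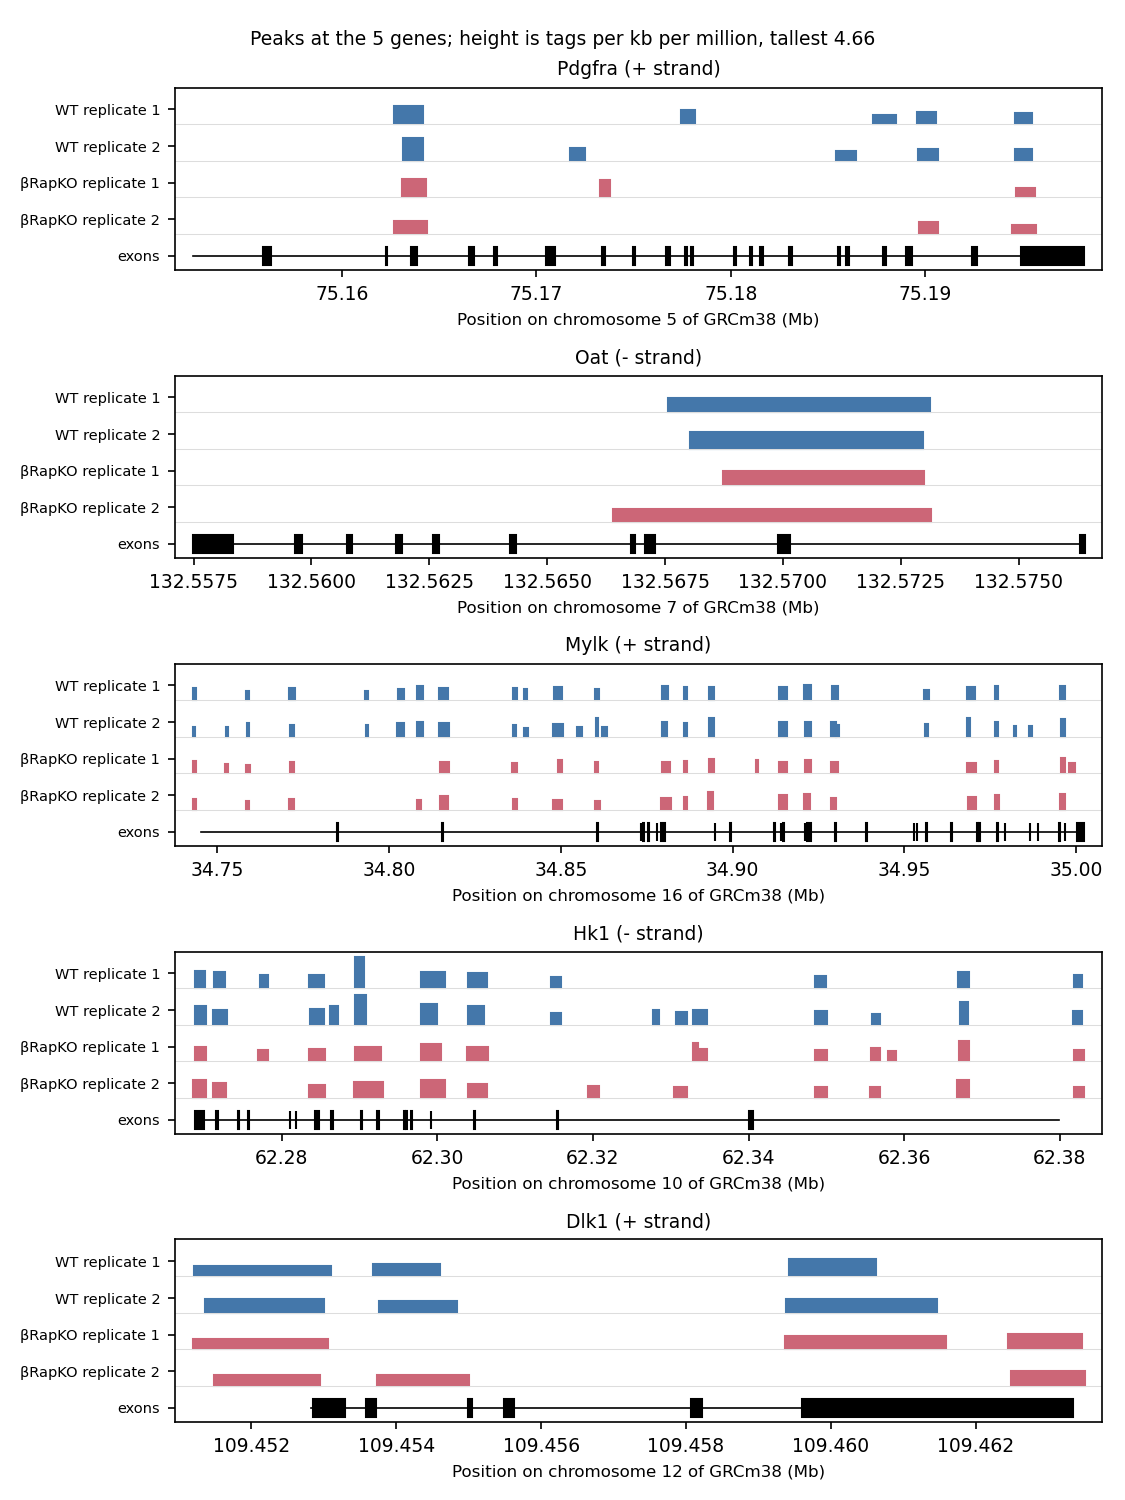
Peaks at Pdgfra, Oat, Mylk, Hk1 and Dlk1 in the 4 libraries, by position on GRCm38 in Mb, with the exons of 1 transcript per gene below. Box height is tags per kb of peak per 1000000 tags, on the same scale in all panels, with WT in blue and βRapKO in red. The Dlk1 peaks from 109462439 to 109463499, at the 3′ end of exon 6, are in the βRapKO libraries, other peaks over exon 6 are in both WT libraries and βRapKO replicate 1, and Mylk peaks occur in both genotypes, some of them in a single library.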

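Taking the 12 genes of Fig. 6i with Hk1 and Dlk1, 13 of the 14 genes had regions with a peak in all 4 libraries. Of their 54 such regions, 33 had lower CPM in βRapKO than in WT and 21 had higher, with a median log2 fold-change of −0.083. The share of regions below WT was 61.1% in these genes and 61.0% over all 75052 regions. This share leaves out regions without a peak in 1 or more libraries. The 14 genes also had 11 regions with peaks in both WT libraries and neither βRapKO library, and 2 regions with the opposite pattern. Their ratio of 5.5 was compared with the ratio of 2.63 over all regions after the counts had been seen, and the difference was not significant (two-sided Fisher's exact test against the other regions called in 1 genotype only, p = 0.535). From lower methylation together with higher mRNA of disallowed genes, the paper proposes that DNA methylation might take part in keeping these genes repressed.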

## Discussion

The surprising finding of our work is that ablation of *Raptor* in adult beta cells resulted in a loss of functional maturation. Although it is well known that functional maturation is important for proper beta cell function, pathways that regulate this process are virtually unknown. By demonstrating a lag in functional maturation in *Raptor*-deficient beta cells, our data not only begin to provide insight into this complex process, but also raise the possibility of engaging the TOR pathway to induce beta cell maturation *in vivo*. Moreover, lack of functional maturation has consistently plagued efforts to develop glucose-responsive beta cell from ES or iPS cells. Our data provide a new mechanism that can be leveraged to induce maturation *in vitro*.

mTORC1 is known to be essential for beta cell function and mass^44^; however, which aspects of the maintenance of functional beta cell mass require mTORC1 remains poorly understood. In the present study, we generated βRapKO mice in which mTORC1 signalling is inactivated in beta cells at the onset of insulin gene expression. These mice displayed defective insulin secretion in response to glucose and overt diabetes starting at the age of 4 weeks. Morphometry showed that the decreased GSIS capacity could be partly attributed to a significant reduction in beta cell mass, accompanied by diminished beta cell size and number. Another remarkable finding of the present study is that pancreas and islet from βRapKO mice contained less than half the normal amount of insulin. The total protein concentration in islets was also reduced by 30%. Impaired efficacy of protein synthesis is also found in *Raptor*-deficient skeletal muscle, resulting in muscle dystrophy^28^. It is known that mTORC1 regulates protein synthesis through translational mechanisms^31^. Indeed, the reduced insulin production of *Raptor*-deficient islets was mainly due to post-transcriptional regulation, as evidenced by limited translational initiation and ribosomal biogenesis. Importantly, as early as 14 days after birth, mutant mice showed defects in insulin production, beta cell growth and survival before the onset of diabetes, indicating that mTORC1 directly regulates these functional characteristics, eventually leading to a loss of functional beta cell mass.

Our RNA profiling analysis identified signature abnormalities of insulin secretion and metabolic pathways in βRapKO islets. Islets from βRapKO mice secreted similar amount of insulin as WT at 2.8 mM glucose, but their GSIS was significantly lower. In mature beta cells, glucose is transported via GLUT2 and generates ATP in mitochondria, thus causing closure of ATP-sensitive K^+^ channels, ultimately leading to Ca^2+^ influx and insulin exocytosis^45^. We showed that the reduction of GSIS capacity in *Raptor*-ablated islets was not only caused by beta cell loss, but might also due to loss of GLUT2 expression, reduced expression of key cataplerotic enzyme *Pcx* and several components of OxPhos, impaired cellular ATP production, and defects in dense-core granule formation and maturity. Interestingly, mutant islets exhibited a metabolic profile resembling that of neonatal islets, in which glycolysis predominates and results in impaired GSIS^46^. Likewise, we found an induction of a number of glycolytic genes, including *AldoB*, *Hk1* and *Ldha*. The ectopic expression of *Hk1* and *Ldha* in beta cells has been reported to impair glucose metabolism and GSIS^47^,^48^. In addition, aberrant expression of *Hk1* in human beta cells has been associated with a form of congenital hyperinsulinemia^49^.

Evidence for a role of Raptor in functional maturation is manifold. First, in *Raptor*-deficient islets we found a significant decrease in *NeuroD1* and *MafA*, loss of which has been reported to reverse beta cell maturation^7^,^8^. Second, Urocortin3 (Ucn3), a molecular marker for functional beta cell maturation^14^, was significantly decreased at mRNA levels in *Raptor*-deficient islets. Immunofluorescence staining further confirmed that Ucn3 was highly expressed in all adult beta cells in WT, whereas the signal intensity of this protein dramatically declined in insulin^+^ cells from βRapKO mice. Third, transcripts encoding *Ngn3* and *Dlk1*, which are abundantly expressed in fetal and neonatal beta cells^36^,^50^,^51^ were strongly induced in adult βRapKO beta cells. Fourth, in 8-week-old mutant mice we observed that up to ∼4% of insulin^+^ cells maintained MafB expression, a feature of neonatal beta cells^50^,^52^. During embryonic stem cell differentiation, the transition from MafB to MafA is critical for beta cell functional maturation^52^. Notably, the decrease of insulin^+^MafA^+^ cells and the increase of insulin^+^MafB^+^ cells preceded the onset of diabetes, consistent with a causative role in hyperglycaemia, rather than a consequence thereof. Likewise, Glut2 was dramatically lowered in beta cells from euglycemic mutant animals. Moreover, P14 *Raptor*-deficient islets had a lower threshold for GSIS, secreting insulin in response to a lower glucose concentration than their age-matched WT islets, which is another feature of functional immaturity^14^. These progenitor-like beta cells showed a three-fold increase in apoptotic rate, implying that they underwent programmed cell death before achieving full maturation.

Equally important for normal beta cell function is the selective repression of a number of disallowed genes compared to other tissues^40^,^41^. The repression of these genes is critical in the context of maintaining mature beta cell phenotype, and expression levels of a number of these genes increase in animal models of type 2 diabetes^53^,^54^,^55^. Strikingly, our RNA profiling data showed that nearly 50% of the disallowed genes identified by Pullen *et al*.^40^ and Thorrez *et al*.^41^ were strongly induced in *Raptor*-deficient beta cells. Recent evidence suggests that DNA methylation directs beta cell functional maturation via modulating *Hk1* and *Ldha* expression^42^. In βRapKO islets, we detected a dramatic decrease in DNMT3A protein abundance, with comparable *Dnmt3a* mRNA expression. Rapamycin treatment also reduced DNMT3A protein abundance in isolated islet and INS-1 cells, which is primarily due to translational modulation. 

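Over the 75052 regions with a peak in all 4 libraries, the median log2 fold-change of CPM was −0.061, and that of tags per kb of peak was −0.17. Of these regions, 45753 were lower in βRapKO islets. With TMM normalization the share of regions below WT was 49.5% in place of 61.0%, and the median log2 fold-change was 0.0028. TMM centres the log ratios of most regions near 0, so it removes a difference common to all regions and these values cannot show one. The regions held a median of 1.78 CpG sites per 100 bp.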

MeDIP-seq analysis revealed that *Raptor*-ablated islets had a significant decline in the average methylation level aggregated over all covered CpG sites. A decrease level of DNA methylation has previously been associated with transcriptional activation^43^. Approximately 40% of disallowed genes that were preferentially upregulated in βRapKO islets displayed hypo-methylation. 

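Acot7 lies on chromosome 4 from 152178134 to 152271855 and had 11 merged regions. A peak was called in all 4 libraries at 5 of them, 1 below and 4 above WT. The region with the most tags, in intron 2 from 152209046 to 152211876, had 3.33 ± 1.32 CPM (SD, n = 2) in WT and 4.86 ± 0.382 (SD, n = 2) in βRapKO. Its log2 fold-change was 0.55 (adjusted p = 0.858 from edgeR's quasi-likelihood test), and −0.11 when tags were divided by the width of the peaks. Leaving out a library gave log2 fold-changes of CPM from 0.19, without WT replicate 2, to 1.02, without WT replicate 1. A region in intron 8, from 152268003 to 152268880, had peaks in both WT libraries, with 46 and 57 tags, and in neither βRapKO library.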

Several of these demethylated genes, such as *Oat*^56^, acyl-CoA thioesterase 7(*Acot7*)^57^ and *Mylk*^58^ have the potential to interfere with glucose metabolism and insulin secretion. Demethylation and upregulation of *Pdgfra*, *Hk1* and *Dlk1* in βRapKO islets are associated with the process of beta cell maturation. Recent work showed that the progressive downregulation of *Pdgfra* during islet maturation is responsible for the age-dependent decrease in the proliferation capacity of islet cells^59^, whereas upregulation of *Pdgfra* was observed in islets in human type 2 diabetes and in a rat model of obesity-induced diabetes^54^,^55^. Moreover, *Hk1* is selectively excluded from beta cells and liver^40^ and its repression allows beta cell to sense glucose concentrations in the physiological range (>4 mM). The transient overexpression of *Hk1* in Min6 cells^60^ and primary beta cells^61^ yields an immature-like beta cell phenotype with enhanced glucose threshold for insulin secretion, increased basal glycolytic flux, elevated basal insulin release, and poor responsiveness to elevated glucose^14^. In the present study, we did not detect significant differences in the methylation levels of *Ldha* and *AldoB* in βRapKO islets, indicating that other regulatory mechanisms, such as microRNAs and histone modifications^62^,^63^,^64^, may be responsible for their induction. 

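Ldha had 1 merged region, on chromosome 7 from 46848219 to 46851011 over exons 3 to 5, with 5.71 ± 0.278 CPM (SD, n = 2) in WT and 5.22 ± 0.660 (SD, n = 2) in βRapKO. Its log2 fold-change was −0.13 (adjusted p = 0.919 from edgeR's quasi-likelihood test), and 0.031 with the sum of tags in peaks as library size.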

Currently, the function and the regulation of most of the disallowed genes are not fully understood. It is also not clear how much these deeply repressed genes contribute to the acquisition of properties required for beta cell functional maturation. Targeted *in vivo* rescue studies are needed to understand the extent and specific aspects of DNA methylation regulation that contribute to *Raptor* ablation-induced immature phenotype in the future.

This work provides support for the evolving concept that mTORC1 signalling not only controls beta cell mass, but also is critical for achieving beta cell functional maturation (Fig. 7). Our findings show that *Raptor* coordinates increased oxidative metabolism and translational capacity to ensure that beta cells acquire the mature GSIS phenotype. Epigenetic regulation, including DNA methylation, might participate in derepression of disallowed gene, which play a role in mTORC1-induced immaturity. Modulation of mTORC1 activity, or its regulatory pathways in beta cells might serve as therapeutic targets to protect beta cell function and create functional mature beta cells suitable for transplantation.

## Methods

### Animal

We used Cre/loxP system to conditionally delete *Raptor* in pancreatic beta cells. Beta cell specific *Raptor* knockout mice (βRapKO) were generated by crossing *Raptor*^*flox/flox*^ mice (purchased from the Jackson Laboratory, C57BL/6J) with mice expressing Cre recombinase driven by the rat insulin promoter (RIP-Cre, mixed C57BL/6J:129/SvJ), as described before^29^,^65^. βRapKO (*Raptor*^*flox/flox*^ RIP-Cre), βRapHET *(Raptor*^*flox/w*^ RIP-Cre) mice were used for experiments and their littermates (*Raptor*^*flox/flox*^) were used as WT control. Mice were fed *ad libitum* and housed in facility on a 12-h light-dark cycle. Genotypes of all mice were determined by PCR analysis of genomic DNA extracted from tail. In the current study, male mice were used in all the experiments, unless otherwise stated in the text. All animal experiments were performed in accordance with the principles of Guide for the Care and Use of Experimental Animals of Shanghai Jiao Tong University School of Medicine and approved by the Animal Care Committee of Shanghai Jiao Tong University.

### Metabolic studies

Weight and blood glucose of βRapKO, βRapHET and WT were monitored biweekly from 2 to 18 weeks. Fasting plasma insulin was measured at the age of 4, 8, 12 and 16 weeks. Intraperitoneal glucose tolerance test (IPGTT) and GSIS *in vivo* were performed on 8-week-old mice. Mice were injected intraperitoneally with 2 g dextrose/kg body weight after an overnight fasting. Blood glucose concentrations were measured at various time points (0, 15, 30, 60, 120 min) by glucometers (Accu-Chek, Roche, Mannheim, Germany). Blood samples were taken at 0, 15, 30 min after dextrose injection, and serum insulin concentrations were determined by using ELISA assay (Mouse Ultrasensitive Insulin ELISA kit, Alpco)^21^.

### Islet isolation and *ex vivo* experiments

Pancreatic islets were isolated, as described before^66^. Briefly, mice were injected with Collagenase P (Roche) solution into the common hepatic bile duct to perfuse the pancreas. Pancreas were then removed and digested at 37 °C. Islets were handpicked after several purification steps under a microscope. The ATP content of isolated islets was measured using an assay kit (FLASC; Sigma) and expressed as relative light units per islet equivalent using a luminometer (Promega, Madison, WI).

For *ex vivo* GSIS, isolated islets were recovered in 1640 RPMI supplemented with 10% serum, 11 mM glucose (islets from 8-week-old mice), or 2.8 mM glucose (islets from 2-week-old mice) for 4-h, followed by incubation with Krebs Ringer Bicarbonate HEPES solution (KRB) containing 2.8 mM glucose for 1-h. A total of 30 islets of similar size were randomly chosen and incubated at 2.8 or 16.7 mM glucose for 1-h. At the end of incubation, the insulin concentrations of the supernatant and insulin content were calculated. Islet insulin content was measured by insulin ELISA assay (Mouse Insulin ELISA kit, Alpco) and normalized by total DNA extracted using DNeasy Micro kit (Qiagen, GmBH, Germany).

For *in vitro* experiments, INS-1 cells (passage 23–35) were purchased from the CAMS Cell Culture Center (Beijing, China), which have been authenticated and tested for mycoplasma contamination. INS-1 cells were grown in RPMI 1640 medium containing 11.1 mM glucose and supplemented with 10 mM HEPES, 10% FBS, 1 mM L-glutamax, 1 mM sodium pyruvate, 50 μM 2-β-mercaptoethanol, 100 IU ml^−1^ penicillin and 100 μg ml^−1^ streptomycin at 37 °C in a humidified 5% CO_2_ atmosphere. The cells were sub-cultured, when they reached 80% confluence. After passaging, cells were synchronized in a medium containing 11.1 mmol l^−1^ glucose with or without 25 nM rapamycin (Cell Signaling Technology, Boston, MA, USA) for 48 h, 5 μM CHX (Sigma-Aldrich, St. Louis, MO, USA) was added in the last 12 h incubation. At the end of culture, cells were collected for protein or RNA extraction.

### Immunohistochemistry and Morphometric analysis

Pancreata were dissected, fixed and processed, as described before^21^. For immunofluorescence, sections of pancreata were stained with guinea pig anti-insulin (1:800, DAKO), rabbit anti-β-catenin (1:400, Cell signaling), mouse anti-glucagon (1:1,000, Abcam), rabbit anti-Ucn3 (1:500, Phoenix Pharmaceuticals), rabbit anti-MafB (1:200, Bethyl), rabbit anti-Glut2 (1:1,1000, Millipore), rabbit anti-MafA (1:200, Bethyl), rabbit anti-pS6 (Ser240/244) (1:200, Cell signaling). Detection was performed using Alexa Fluor 488, 594 and 647 (Jackson ImmunoResearch or Life Technologies). Images were captured by using an Olympus Microscope or Zeiss LSC 710 confocal microscope. Beta cell size was determined by measuring the internal area of insulin^+^ cells, as defined by β-catenin labelling using ImageJ software (National Institutes of Health, Bethesda, MD, USA), at least 500 beta cells per animal were measured. The beta cell proliferation was calculated using the percentage of Ki67^+^insulin^+^ cells, at least 2,500 beta cells per animal were counted. For beta cell apoptosis, Tunel^+^insulin^+^ cells were calculated and at least 4,000 beta cells per animal were counted. To obtain the number of beta cell per islet, ∼50 islets were imaged per animal.

To measure beta cell mass, pancreas was removed from mice, weighed, and then embedded and sectioned continuously. At least 10 evenly 200 μm apart sections throughout the entire pancreas were picked to perform immunostaining of insulin, followed by peroxidase conjugated secondary antibody, visualized using a DAB Peroxidase Substrate Kit (Fuzhou Maixin Biotech, China), and counterstained with eosin^66^. Digital images of whole pancreas were captured by a Nikon MZ 100 microscope. Total pancreatic and insulin positive areas of each section were measured using Meta-Morph version 6.1 (Molecular Devices). Beta cell mass was obtained by multiplying the ratio of total insulin positive area to total pancreatic area with the pancreas weight.

### RT-PCR

Total islet RNA was extracted using RNeasy Plus Micro kit (Qiagen, GmBH, Germany) according to the manufacturer's protocol and used for reverse transcription with Superscript III (Life technologies, Carlsbad, CA, USA) with random hexamer primers. Quantitative PCR amplification and detection were performed with SYBR Premix Ex Taq Mixes (TaKaRa, Kyoto, Japan) on a LightCycler 480 instrument (Roche Applied Science, Mannheim, Germany). The gene expression levels were normalized to individual β-actin. Primer sequences can be obtained in Supplementary Table 2.

### Microarray analysis

Total RNA was extracted from freshly isolated islets of 8-week-old βRapKO and WT mice using RNeasy Micro kit (Qiagen, GmBH, Germany) and sample qualities were assessed using an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, USA), taking a minimal cut-off RIN >=7. We included at least 4–5 independent biological replicates, each composed of RNA isolated from islets of 5 animals with the same genotype. 2 μg of total RNA samples of each group were then used to generate biotinylated cRNA targets for the Affymetrix Gene Chip Mouse Genome 430.2.0 Array. Data were analysed using Genespring software (Agilent).

### MeDIP sequencing

Genomic DNA from freshly isolated islets was extracted using DNeasy Blood Tissue Kit (Qiagen, GmBH, Germany). MeDIP was performed using a MagMedIP kit (Diagenode, Denville, NJ, USA), as previously described^67^. Libraries were prepared following the manufacture's instruction and were sequenced by Illumina HiSeq 2500 with 50 cycles. Reads were aligned to reference mouse genome (mm10) by Bowtie2 v2.2.5 after QC and further pre-procession. Peaks were called by MACS v0.14.2, and DMRs (Differential methylation region) were analysed by MEDIPS v1.12.0R Bioconductor package. DMRs were calculated using a window size of 500 bp, extend by 100 bp, increasing in 500 bp increments, a minimum number of 10 reads in a window was required prior to inclusion in the DMRs. Additionally, DMRs were filtered out if it has no overlap with peaks called by MACS.

### Western blot

The freshly isolated islets were lysed, quantified, blotted and developed as described before^21^. Primary antibodies are listed as following: rabbit anti-RAPTOR (1:1,000, Cell Signaling), rabbit anti-PS6 (Ser240/244) (1: 1,000, Cell Signaling), rabbit anti-4E-BP1 (1: 1,000, Cell Signaling), rabbit anti-PS6K (Thr389) (1:1,000, Cell Signaling), mouse anti-DNMT3A (1: 2,000, Novus Biologicals), rabbit anti-RPL7 (1: 1,000, Bethyl), rabbit anti-RPL26 (1: 1,000, Bethyl) and rabbit anti-LDHA (1: 1,000 Abcam), rabbit anti-PGC1a (1: 1,000 Abcam), mouse anti-TUBULIN (1: 20,000, Sigma-Aldrich). TUBULIN was used as an internal control to normalized band intensity.

### Electron microscopy

Samples were fixed, dehydrated, stained and embedded as previously described^68^. The density and subtype of beta cell vesical were determined by counting images captured at × 7,400 magnification^68^. The vesical size was measured by analysing images captured at × 16,500 magnification^68^. Each analysis was based on at least eight images per mice.

### Statistics

No randomization was used in this study, and the investigators were not blinded to group allocation during experiments or outcome assessments. No statistical method was used to predetermine sample size. Sample sizes were estimated from previous experience and common knowledge of animal studies. All data are presented as mean±s.e.m. Statistical analysis was performed with unpaired Student's *t* test with a two-tailed distribution for two groups or ANOVA for multiple groups. *P*<0.05 was considered as statistically significant.

### Data availability

Gene expression and MeDIP-seq data that support the findings of this study have been deposited in NCBI GEO (Gene Expression Omnibus) under accession code GSE84404 and GSE95775. All data supporting the findings of this study are available from the corresponding author on reasonable request.

## Additional information

**How to cite this article:** Ni, Q. *et al*. Raptor regulates functional maturation of murine beta cells. *Nat. Commun.* **8,** 15755 doi: 10.1038/ncomms15755 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures and supplementary tables.

## Figures and Tables

**Figure 1:**
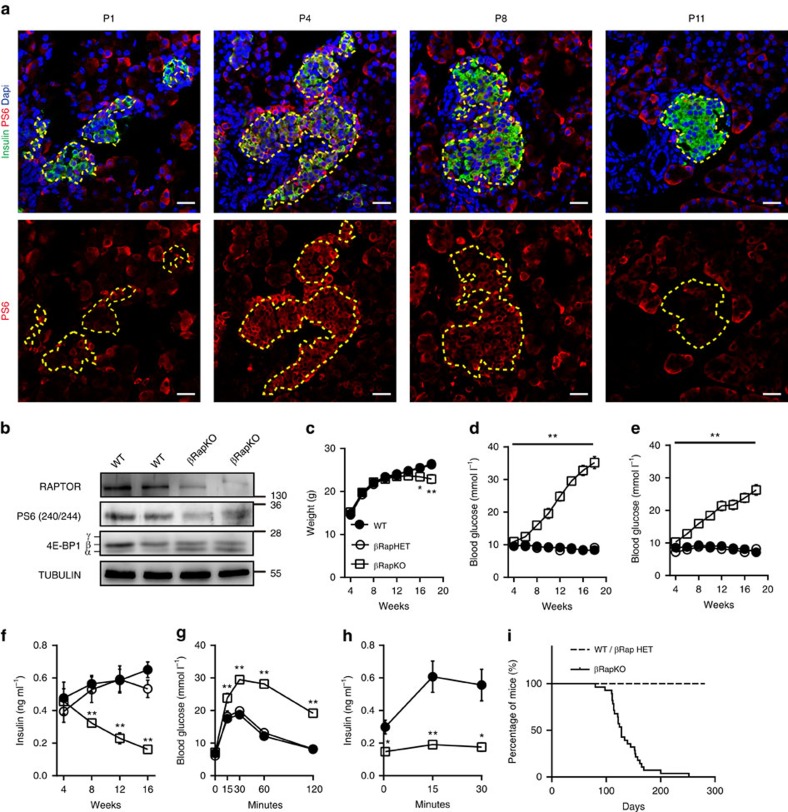
Deletion of *Raptor* in adult beta cells results in hyperglycaemia. (**a**) Representative pancreatic sections from WT mice at P1, P4, P8 and P11 were immunostained for PS6 (red) and insulin (green) (*n*=3). Scale bars, 20 μm. (**b**) Western blot showed decreased mTORC1 downstream targets phosphorylation of PS6 and 4E-BP1 in islets of 8-week-old βRapKO mice (*n*=3). (**c**–**e**) Body weight (**c**), random blood glucose (**d**) and 6-h fasting blood glucose (**e**) were monitored biweekly in WT (filled circles, *n*=14), βRapHET (empty circles, *n*=10) and βRapKO (empty squares, *n*=21) mice. (**f**) Six hours fasting insulin level from at least six mice of each genotype were measured at age of 4, 8, 12, 16 weeks. (**g**) Intraperitoneal glucose tolerance tests were performed on 8-week-old WT (*n*=12), βRapHET (*n*=7) and βRapKO (*n*=9) mice. (**h**) Insulin levels were determined after a glucose stimulus in 8-week-old WT and βRapKO mice (*n*=6). (**i**) Survival curve of WT, βRapHET and βRapKO mice (dashed lines: WT, *n*=14 and βRapHET, *n*=10; Solid lines: βRapKO, *n*=21). Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test for two groups or ANOVA for multiple groups.

**Figure 2:**
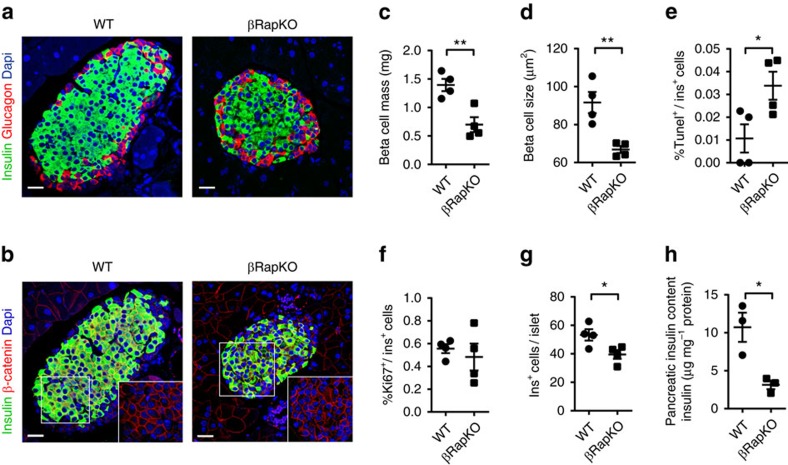
Lack of *Raptor* in beta cells leads to decreased beta cell mass. (**a**) Representative pancreatic sections immunostained with glucagon (red) and insulin (green) (*n*=4). Scale bars, 20 μm. (**b**) Representative pancreatic sections immunostained with β-catenin (red) and insulin (green) (*n*=4). Scale bars, 20 μm. (**c**,**d**) The beta cell mass (**c**) and the size (**d**) of individual beta cell in WT and βRapKO mice were determined (*n*=4). (**e**) The apoptosis of beta cell was detected by TUNEL assay and percentage of Tunel^+^insulin^+^ cells was calculated (*n*=4). (**f**) The proliferation of beta cell was determined by quantification the percentage of Ki67^+^insulin^+^ cells (*n*=4). (**g**) The number of insulin^+^ cells per islet was calculated (*n*=4). (**h**) Pancreatic insulin content normalized by protein concentration was shown (*n*=3). All the experiments were performed on 8-week-old WT and βRapKO mice. Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test.

**Figure 3:**
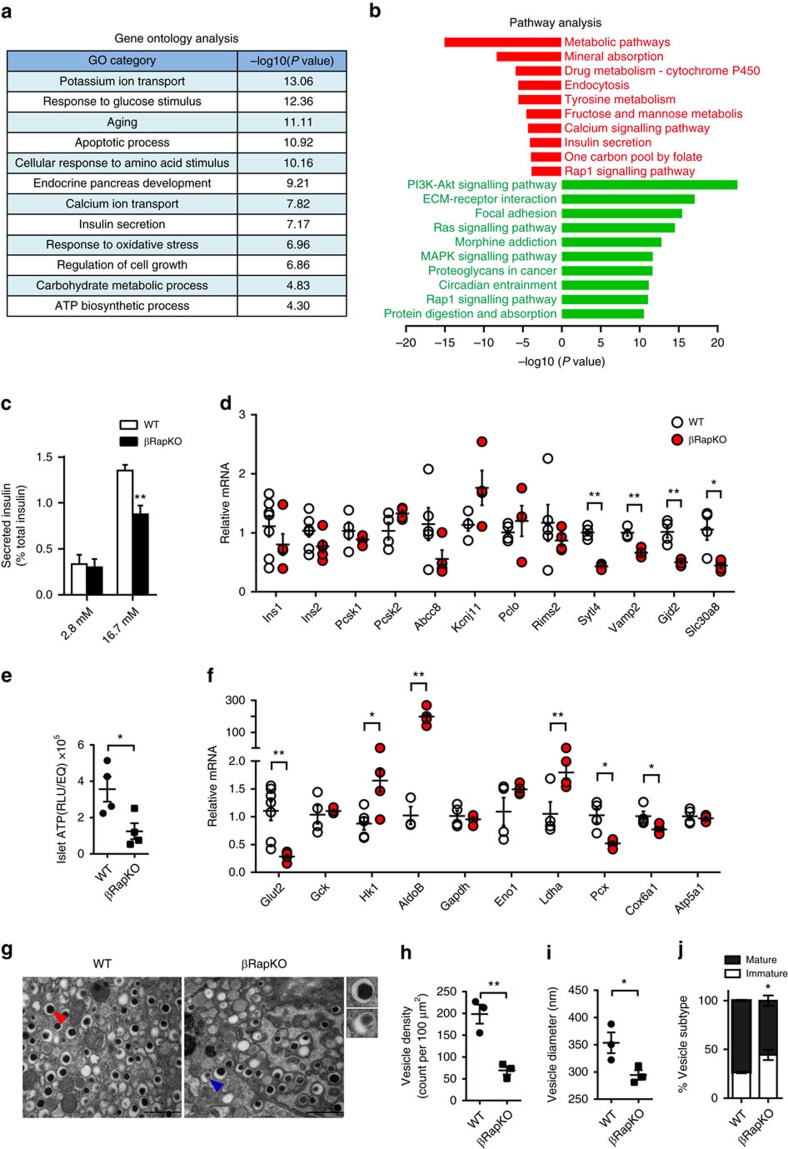
Loss of *Raptor* in beta cells impairs GSIS and ATP production. (**a**) GO analysis of differentially expressed genes as identified by microarray analysis of 8-week-old WT (*n*=5) and βRapKO (*n*=4) mice in associated with beta cell function. (**b**) Pathway analysis of top 10 increased (green) and decreased (red) pathways. (**c**) Isolated islets from 8-week-old WT and βRapKO mice were incubated at 2.8 and 16.7 mM glucose for 1-h. Secreted insulin was normalized to total insulin content in the islets (*n*=6). (**d**) RT-PCR confirmed genes involved in insulin biogenesis and secretion (*n*=3–5). (**e**) ATP content of islets from 8-week-old WT and βRapKO mice was determined (*n*=4). (**f**) RT-PCR confirmed genes involved in metabolism (*n*=3-5). (**g**) Transmission electron microscopy of pancreatic sections from 8-week-old WT and βRapKO mice (*n*=3). Red and blue arrowheads point to typical vesicles containing mature and immature insulin-dense core granules, respectively. Scale bars, 1 μm. (**h**–**j**) Analysis of ultrastructural beta cell (*n*=3), including quantification of (**h**) vesicle density, (**i**) vesicle diameter and (**j**) the percentage of mature (black bar) and immature vesicles (white bar). Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test.

**Figure 4:**
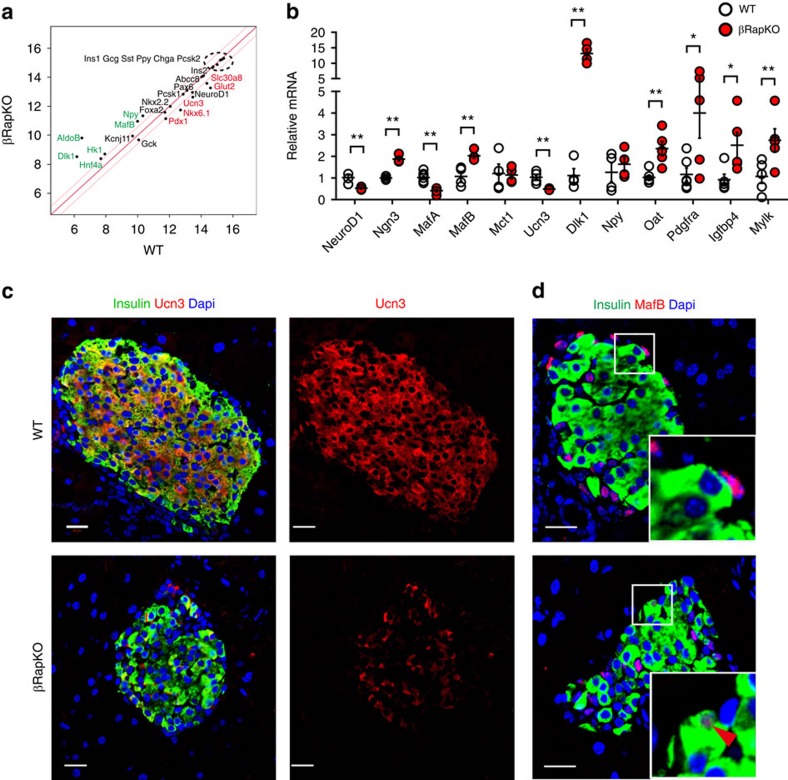
Depletion of *Raptor* in beta cells results in loss of functional maturity. (**a**) Scatter plots of expression levels of global genes critical for beta cell identity and maturity from microarrays of 8-week-old WT and βRapKO islets. Red lines mark a 1.5-fold difference in expression. Increased genes were marked in green, while decreased ones were in red: |FC|> 1.5, *P*<0.05. (**b**) RT-PCR analysis of transcription factors and genes involved in beta cell maturation (*n*=3–5). (**c**) Representative pancreatic sections immunostained with Ucn3 (red) and insulin (green) of 8-week-old mice (*n*=4). Scale bars, 20 μm. (**d**) Representative pancreatic sections immunostained with MafB (red) and insulin (green) of 8-week-old mice (*n*=4). Scale bars, 20 μm. Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test.

**Figure 5:**
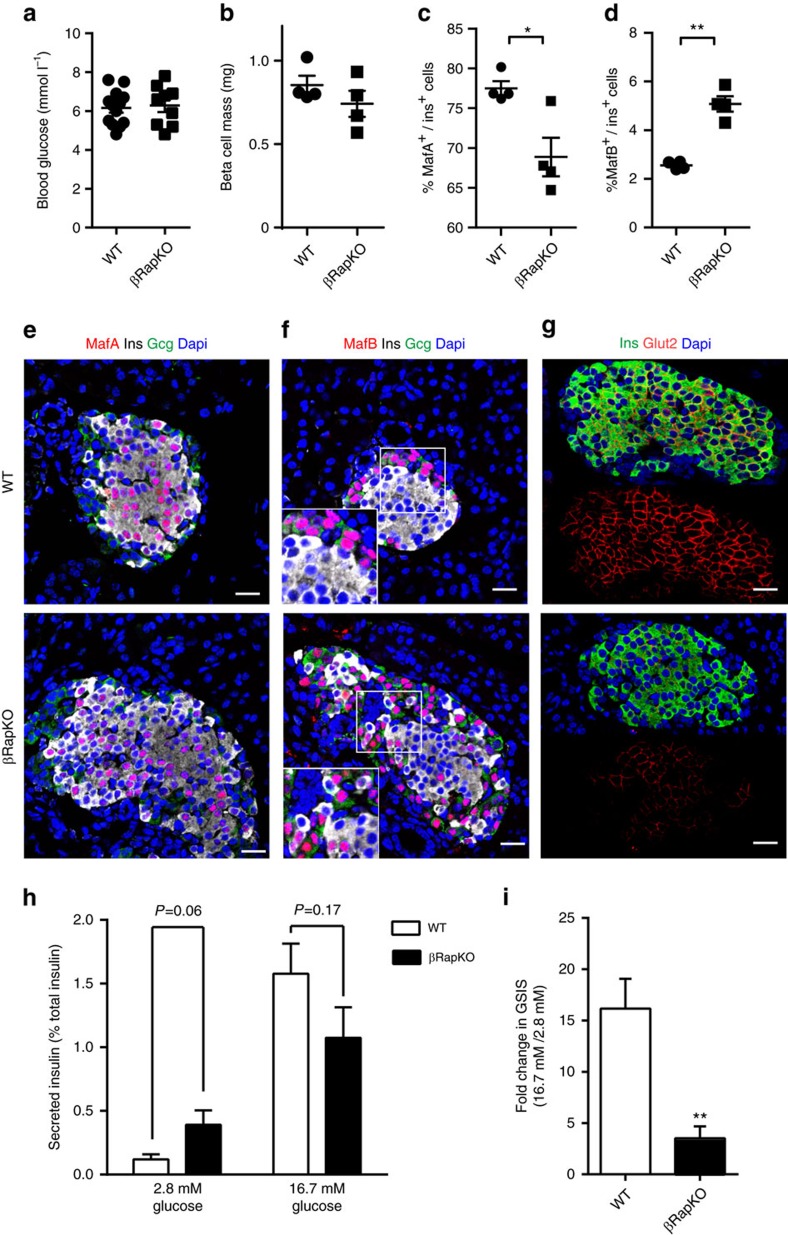
Functional immaturity is observed in beta cells from 2-week-old βRapKO mice. (**a**,**b**) Random blood glucose (**a**) and the beta cell mass (**b**) of 2-week-old WT and βRapKO mice (*n*=4). (**c**,**d**) Percentages of MafA^+^insulin^+^ (**c**) and MafB^+^insulin^+^ (**d**) cells were calculated (*n*=4). (**e**,**f**) Representative pancreatic sections from 2-week-old WT and βRapKO mice with triple staining: MafA (**e**) or MafB (**f**) (red), glucagon (green) and insulin (white) (*n*=4). Scale bars, 20 μm. (**g**) Representative pancreatic sections immunostained with Glut2 (red) and insulin (green) (*n*=4). Scale bars, 20 μm. Isolated islets from 2-week-old WT (*n*=5) and βRapKO (*n*=6) mice were incubated at 2.8 mM and 16.7 mM glucose for 1-h. (**h**) Secreted insulin was normalized to total insulin in the islets. (**i**) Stimulation index (fold change in GSIS) was calculated. Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test.

**Figure 6:**
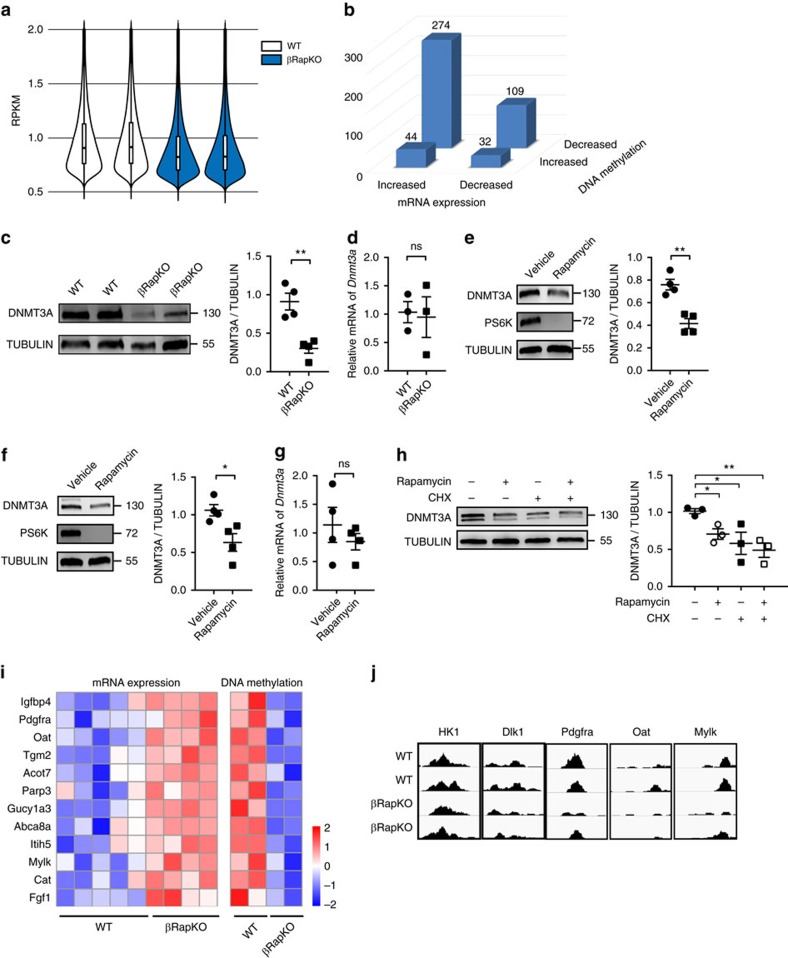
*Raptor* ablation in beta cells demethylates and derepresses disallowed genes. (**a**) The violin plots show methylation distribution based on genome-wide analysis of DNA extracted from 8-week-old WT and βRapKO islets. (**b**) The number of genes that exhibit both differential DNA methylation and gene expression in pancreatic islets from 8-week-old WT and βRapKO mice. (**c**) Western blot showed the expression level of DNMT3A in 8-week-old WT and βRapKO islets (*n*=4). (**d**) Relative mRNA expression level of *Dnmt3a* in 8-week-old WT and βRapKO islets (*n*=3). (**e**) Isolated islets were treated with 25 nM rapamycin for 48 h, and DNMT3A protein expression was assayed by immunoblot. (*n*=4). (**f**,**g**) INS-1 cells were treated with rapamycin for 48 h, (**f**) DNMT3A protein expression was assayed by immunoblot and (**g**) *Dnmt3a* mRNA levels were assayed by Q-PCR. (*n*=4). (**h**) INS-1 cells were treated in the presence or absence of rapamycin for 48 h, with or without CHX in the last 12 h incubation, and expression of DNMT3A was assayed by immunoblot (*n*=3). (**i**) Heat map of 12 disallowed genes obtained from microarrays and MeDIP-seq, with preferential change by 1.5-fold both at mRNA and DNA methylation levels. (**j**) Local methylation pattern of maturation related and disallowed genes. Results were presented as mean±s.e.m. of independent experiment indicated as above, *P<0.05, **P<0.01, unpaired Student's *t* test or ANOVA were used for multiple groups.

**Figure 7:**
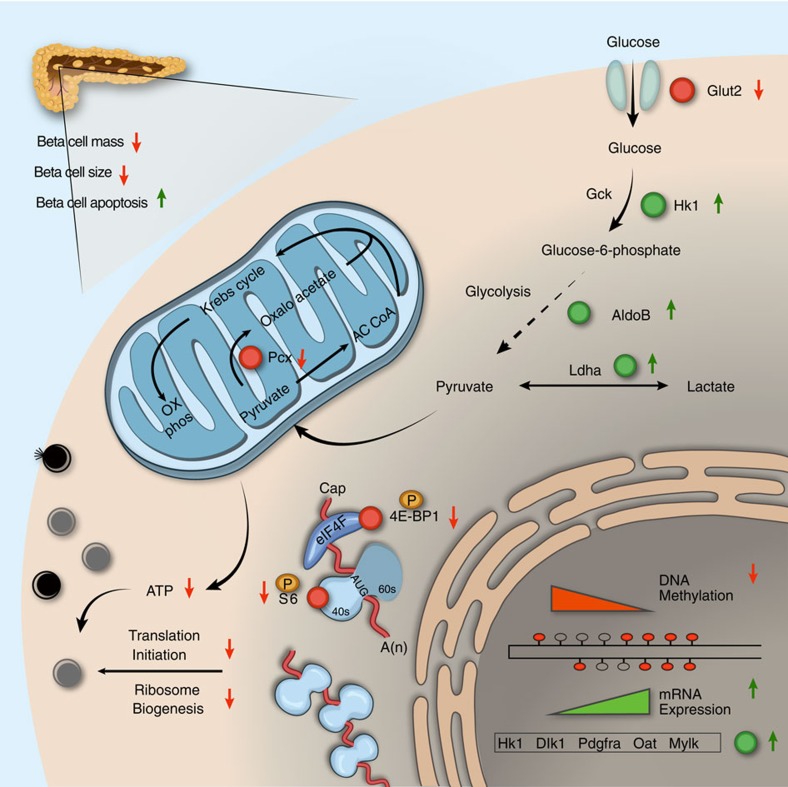
Raptor/mTORC1 function in adult beta cells. Raptor/mTORC1 directly regulates beta cell size and survival, and thus controls beta cell mass. Reduced expression of *Raptor* affects beta cell functional maturation in three aspects: First, reduced glucose uptake and metabolism (*Glut2* and *Pcx*) diminishes ATP production, leading to impaired insulin secretion via the stimulus-secretion coupling pathway. Second, inhibition of translation initiation and ribosomal biogenesis (possibly via dephosphorylation of 4E-BP1 and S6) severely impairs production of mature insulin and increases an overabundance of immature secretary vesicles. Third, decreased DNA methylation and increased expression of beta cell specific disallowed genes (that is, *Hk1*, *Dlk1*, *Pdgfra*, *Oat*, *Mylk*), might participate in the control of beta cell functional maturation.

# Supplementary material for: Raptor regulates functional maturation of murine beta cells
**Source:** Nat Commun. 2017 Jun 9;8:15755. doi: 10.1038/ncomms15755
**Supplement:** Supplementary Information — Supplementary figures and supplementary tables.

## Supplementary information

### Supplementary Figure 1.

**a**

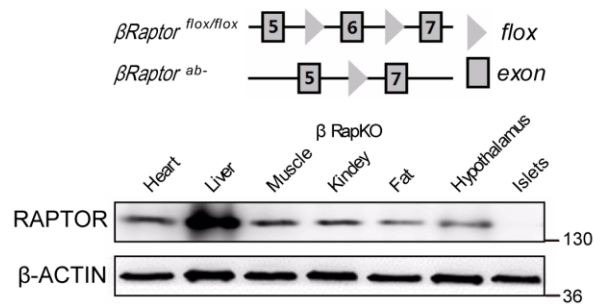

**b**

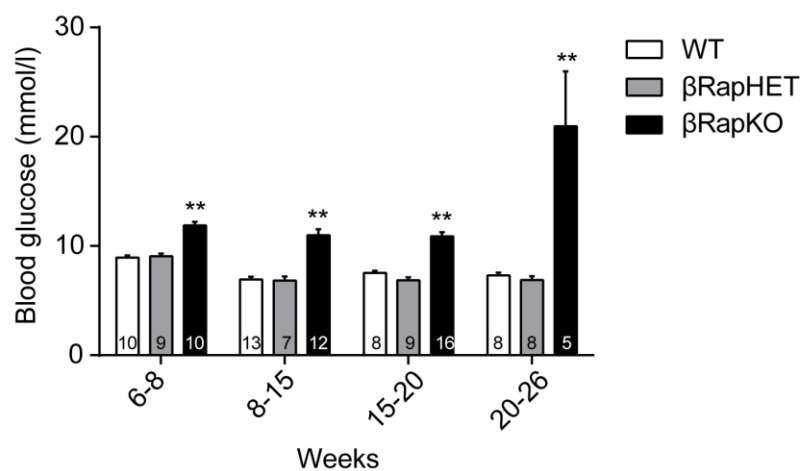

**c**

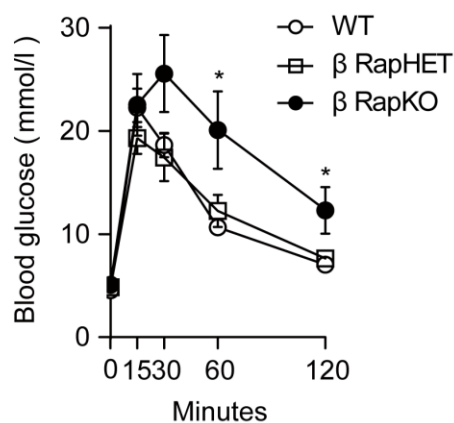

### Supplementary Figure 1. Generation and validation of $\beta Raptor^{KO}$ mice.

(a) Western blot showed a restricted and significant reduction of RAPTOR in islets of  $\beta Raptor^{KO}$  mice (n=3). (b) Random blood glucose of WT,  $\beta Raptor^{HET}$  and  $\beta Raptor^{KO}$  female mice at indicated time (n values in each bar). (c) Intraperitoneal glucose tolerance test was performed on 8-week-old female WT (n=4),  $\beta Raptor^{HET}$  (n=5) and  $\beta Raptor^{KO}$  mice (n=3). Results were presented as mean  $\pm$  s.e.m. of independent experiment indicated as above, \* $P < 0.05$ ; \*\* $P < 0.01$ , unpaired Student's  $t$  test for two groups or ANOVA for multiple groups.

## Supplementary Figure 2.

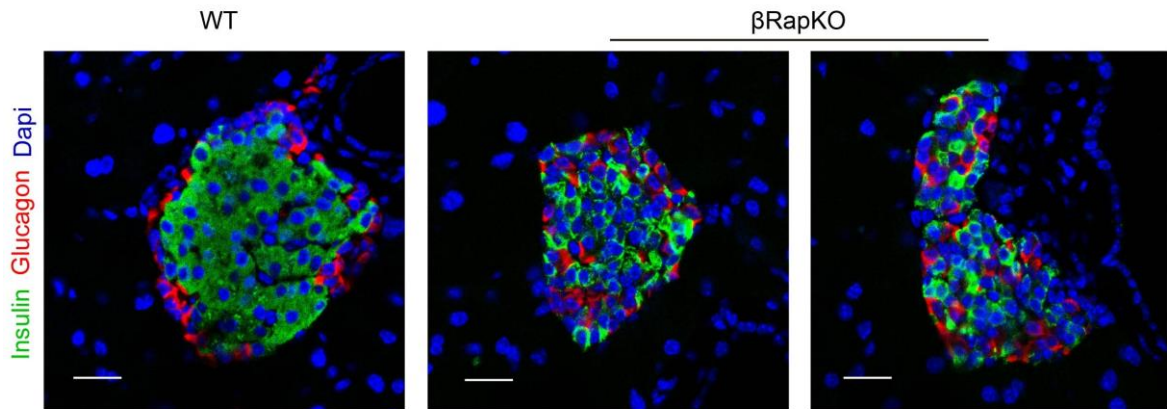

### Supplementary Figure 2. Islet morphology of 16-week-old $\beta$ RapKO mice.

Immunofluorescence staining for glucagon (red) and insulin (green) in 16-week-old WT and  $\beta$ RapKO pancreata (n=3). Scale bars, 20 $\mu$ m.

## Supplementary Figure 3.

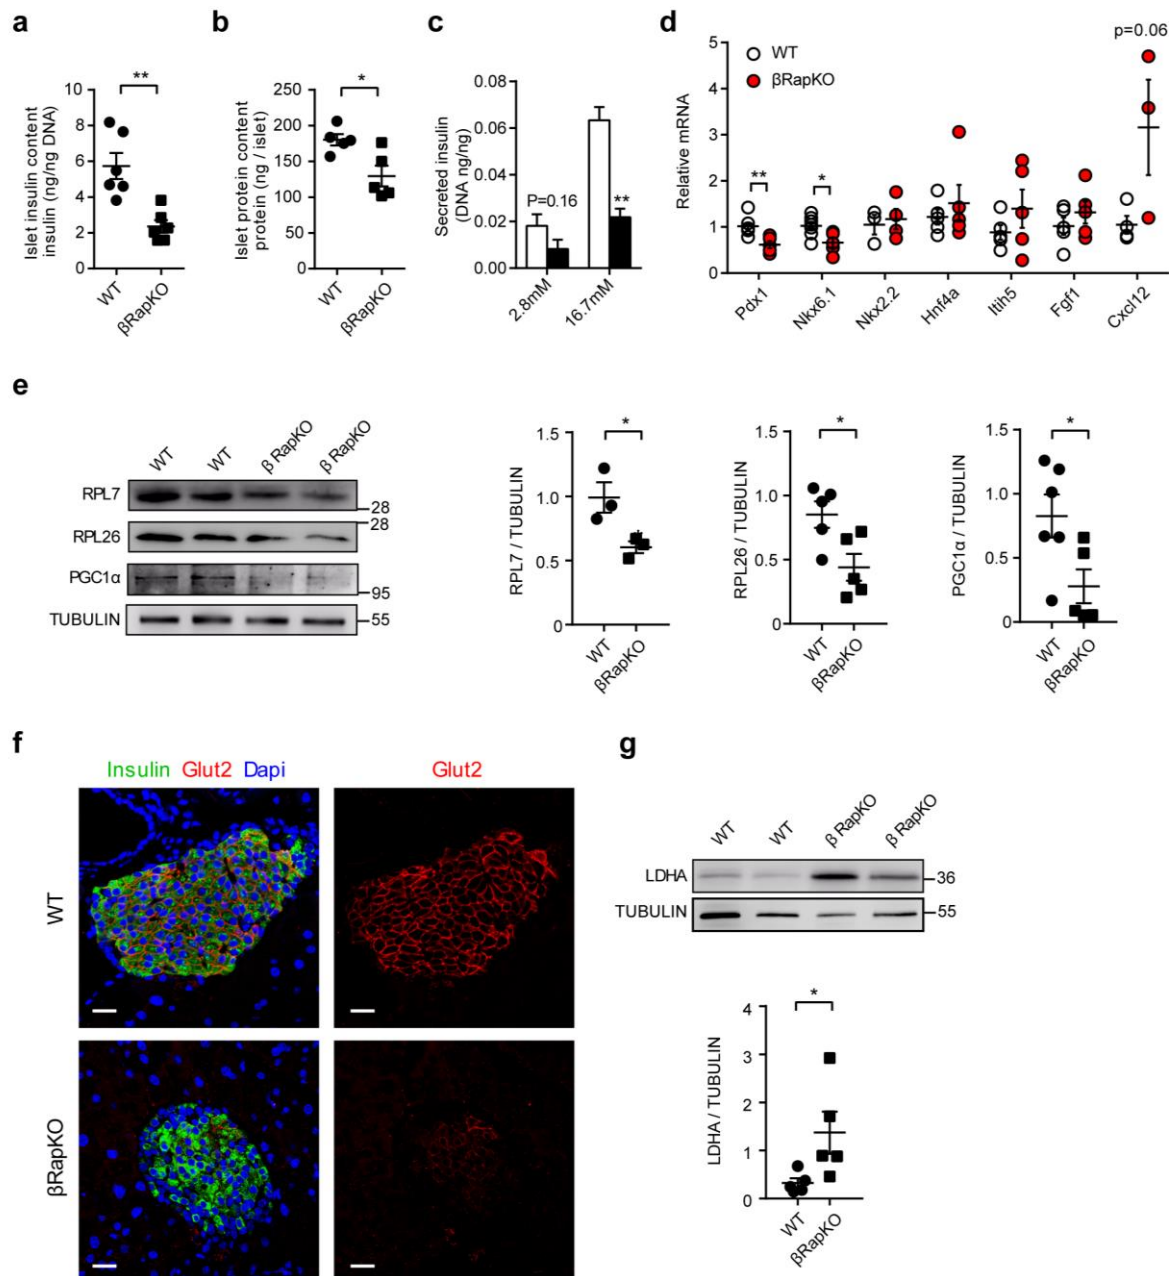

## Supplementary Figure 3. βRapKO mice showed decreased ribosome biogenesis and functional maturity.

(a) Insulin content normalized to DNA content from lysates of islets isolated from 8-week-old WT and βRapKO mice (n=6). (b) Protein content was measured from lysates of islets isolated from 8-week-old WT and βRapKO mice (n=5). (c) Isolated islets from 8-week-old WT and βRapKO mice were incubated at 2.8mM and 16.7mM glucose for 1-h. Secreted insulin was normalized to DNA extracted from islets (n=6). (d) Genes confirmed by RT-PCR in microarray (n=3-5). (e) Western blot showed the expression level of ribosomal protein L7 (RPL7), ribosomal protein L26 (RPL26) and PGC1α in 8-week-old WT and βRapKO islets. Band intensities of RPL7, RPL26 and PGC1α normalized for the corresponding TUBULIN intensity were calculated (n=3-5). (f) Immunofluorescence staining for Glut2 (red) and insulin (green) in 8-week-old WT and βRapKO pancreata (n=4). Scale bars, 20μm. (g) Western blot showed the expression level of LDHA in 8-week-old WT and βRapKO islets. Band intensities of LDHA normalized for the corresponding TUBULIN intensity were calculated (n=4). Results were presented as mean ± s.e.m. of independent experiment indicated as above, \* $P < 0.05$ ; \*\* $P < 0.01$ , unpaired Student's  $t$  test.

## Supplementary Figure 4.

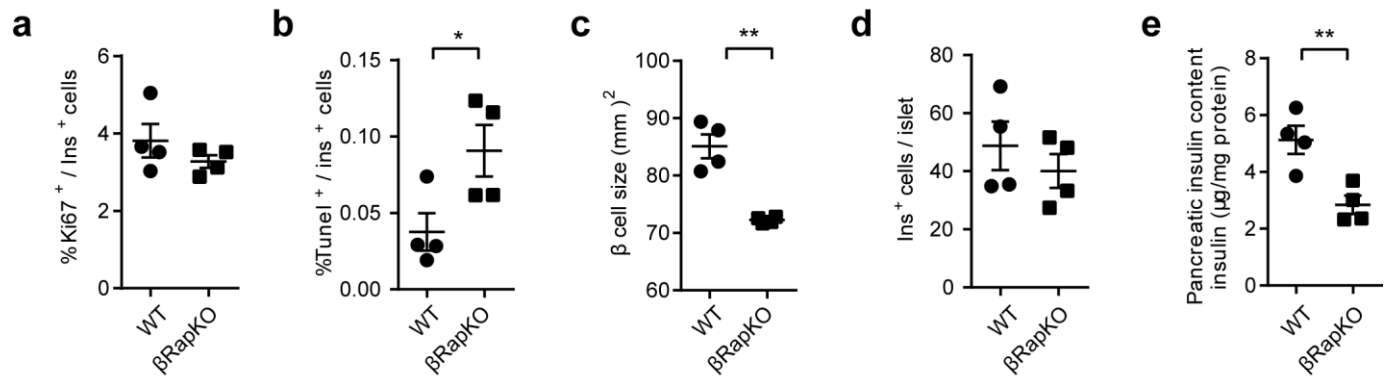

## Supplementary Figure 4. Islet morphology analysis of 2-week-old $\beta$ RapKO mice.

(a) The proliferation of beta cell was determined by quantification the percentage of Ki67<sup>+</sup>insulin<sup>+</sup> cells (n=4). (b) The apoptosis of beta cell was detected by TUNEL assay and percentage of TUNEL<sup>+</sup>insulin<sup>+</sup> cells was calculated (n=4). (c) The cell size of individual beta cell in WT and  $\beta$ RapKO mice was determined (n=4). (d) The number of insulin<sup>+</sup> cells per islet was calculated (n=4). (e) Pancreatic insulin content normalized by protein concentration was shown (n=4). Results were presented as mean  $\pm$  s.e.m. of independent experiment indicated as above, \* $P < 0.05$ , \*\* $P < 0.01$ , unpaired Student's  $t$  test.

## Supplementary Figure 5.

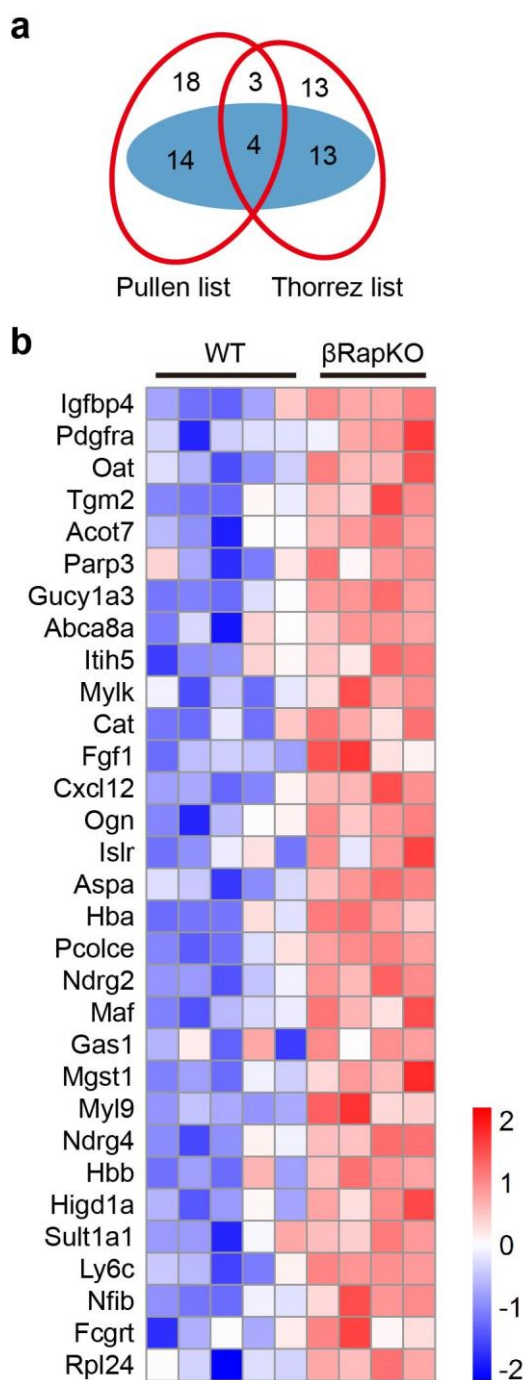

### Supplementary Figure 5. Relatively expression of disallowed genes in βRapKO mice.

(a) Venn diagram showing the overlap between βRapKO upregulated genes (blue panel, 31 genes) and disallowed genes identified in the Thorrez et al and Pullen et al studies. (b) Heat map of 31 disallowed genes showing mRNA expression obtained from microarrays.

## Supplementary Figure 6.

Figure 1b

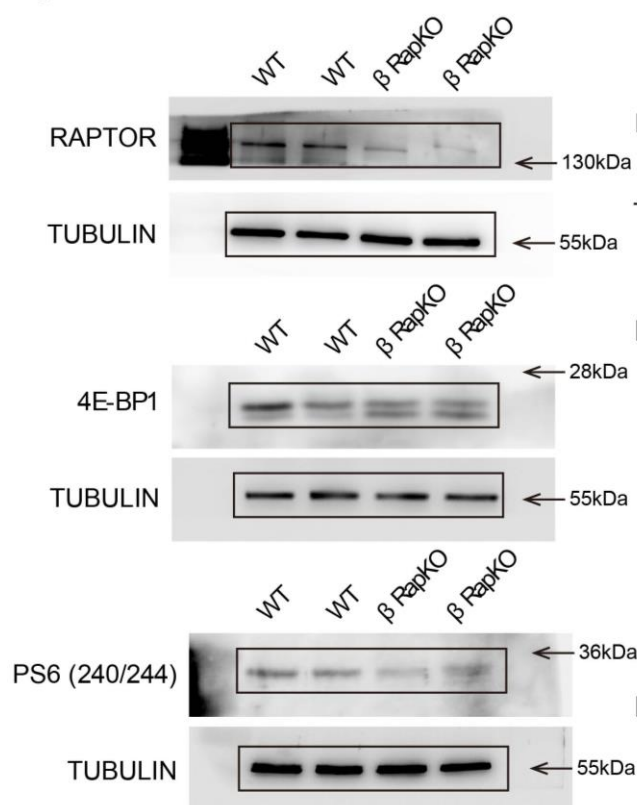

Figure 6h

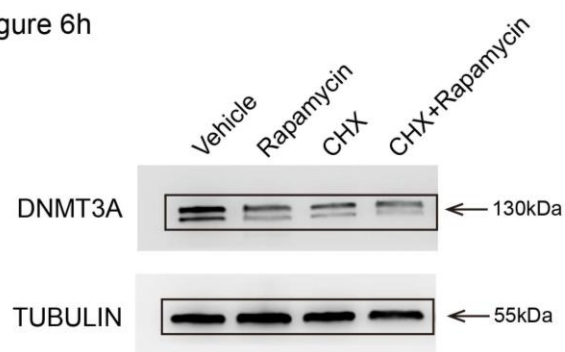

Figure 6c

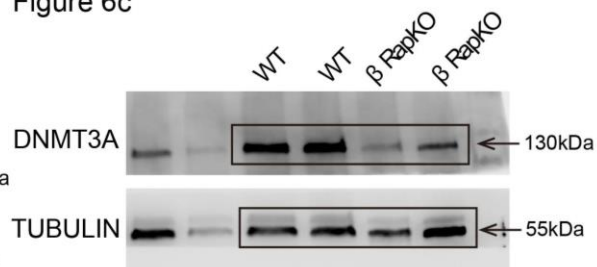

Figure 6e

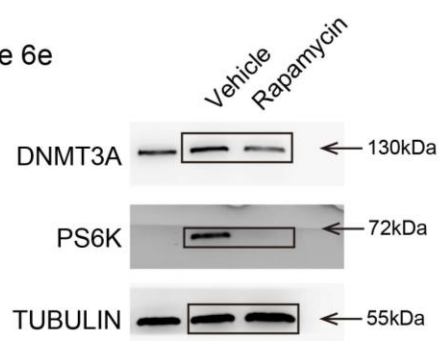

Figure 6f

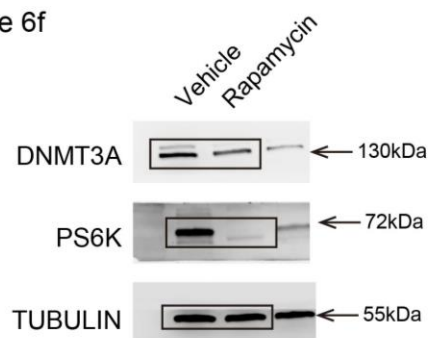

Supplementary Figure 6. Full-length western blots for Fig. 1b, Fig. 6c, e, f and h.

## Supplementary Figure 7.

Supplementary Figure 3e

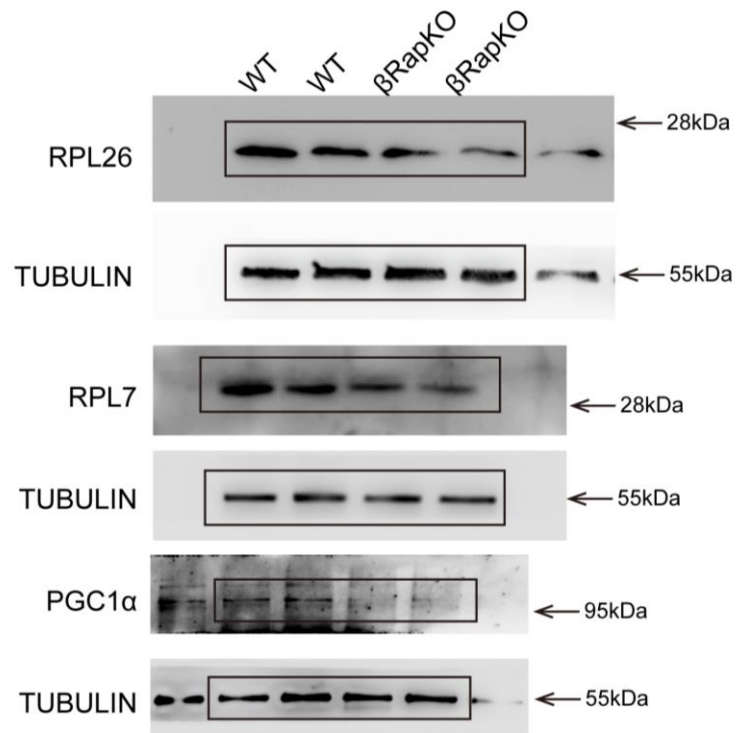

Supplementary Figure 3g

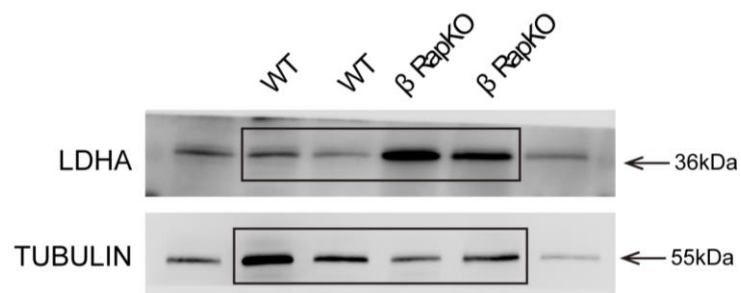

**Supplementary Figure 7. Full-length western blots for Supplementary Figure 3e and Supplementary Figure 3g.**

**Supplementary Table 1.****List of metabolic genes expressed in 8-week-old  $\beta$ RapKO islets.**

| Probe_ID            | Gene symbol    | Fold change | <i>p</i> values |
|---------------------|----------------|-------------|-----------------|
| <b>Glycolysis</b>   |                |             |                 |
| 1449067_at          | Slc2a2 (GLUT2) | 0.40        | 0.00            |
| 1415802_at          | Slc16a1(MCT1)  | 1.39        | 0.09            |
| 1437974_a_at        | Hk1            | 1.64        | 0.03            |
| 1425303_at          | Gck            | 0.77        | 0.05            |
| 1439148_a_at        | Pfkl           | 0.87        | 0.46            |
| 1419737_a_at        | Ldha           | 1.07        | 0.64            |
| 1416780_at          | Pfkm           | 0.91        | 0.36            |
| 1416069_at          | Pfkp           | 1.41        | 0.00            |
| 1448470_at          | Fbp1           | 1.91        | 0.00            |
| 1439375_x_at        | Aldoa          | 0.82        | 0.01            |
| 1451194_at          | Aldob          | 6.46        | 0.01            |
| 1451461_a_at        | Aldoc          | 0.64        | 0.00            |
| 1415918_a_at        | Tpi1           | 1.09        | 0.04            |
| 1438640_x_at        | Pgk1           | 0.96        | 0.66            |
| 1426554_a_at        | Pgam1          | 1.07        | 0.46            |
| 1419023_x_at        | Eno1           | 1.23        | 0.05            |
| 1418829_a_at        | Eno2           | 1.21        | 0.22            |
| 1417951_at          | Eno3           | 0.79        | 0.01            |
| 1438711_at          | Pklr           | 1.08        | 0.64            |
| <b>Mitochondria</b> |                |             |                 |
| 1418560_at          | Pdha1          | 1.03        | 0.54            |
| 1448214_at          | Pdhb           | 1.28        | 0.01            |
| 1426265_x_at        | Dlat           | 1.09        | 0.12            |
| 1423748_at          | Pdk1           | 1.84        | 0.00            |
| 1448825_at          | Pdk2           | 1.19        | 0.17            |
| 1417273_at          | Pdk4           | 1.90        | 0.01            |
| 1416383_a_at        | Pcx            | 0.55        | 0.00            |
| 1436934_s_at        | Aco2           | 0.85        | 0.04            |
| 1419821_s_at        | ldh1           | 0.95        | 0.68            |
| 1416788_a_at        | ldh3g          | 0.94        | 0.20            |
| 1415891_at          | Suc1g1         | 0.94        | 0.52            |
| 1424828_a_at        | Fh1            | 0.95        | 0.67            |
| 1433984_a_at        | Mdh2           | 1.02        | 0.81            |
| 1430307_a_at        | Me1            | 1.14        | 0.34            |
| 1439459_x_at        | Acly           | 0.87        | 0.02            |

|                                   |        |      |      |
|-----------------------------------|--------|------|------|
| <b>Glycerol-phosphate shuttle</b> |        |      |      |
| 1439396_x_at                      | Gpd1   | 0.71 | 0.21 |
| 1428323_at                        | Gpd2   | 0.49 | 0.00 |
| <b>Malate-aspartate shuttle</b>   |        |      |      |
| 1454925_x_at                      | Mdh1   | 0.60 | 1.03 |
| 1433984_a_at                      | Mdh2   | 0.81 | 1.02 |
| 1450970_at                        | Got1   | 0.58 | 1.16 |
| 1417715_a_at                      | Got2   | 0.16 | 0.88 |
| <b>Electron transport chain</b>   |        |      |      |
| 1451096_at                        | Ndufs2 | 0.65 | 0.00 |
| 1418117_at                        | Ndufs4 | 1.22 | 0.00 |
| 1448198_a_at                      | Ndufb8 | 0.82 | 0.03 |
| 1426688_at                        | Sdha   | 0.96 | 0.66 |
| 1418005_at                        | Sdhb   | 0.95 | 0.45 |
| 1435986_x_at                      | Sdhc   | 1.10 | 0.56 |
| 1428235_at                        | Sdhd   | 1.05 | 0.31 |
| 1428782_a_at                      | Uqcrc1 | 1.13 | 0.15 |
| 1428631_a_at                      | Uqcrc2 | 1.10 | 0.06 |
| 1417417_a_at                      | Cox6a1 | 0.95 | 0.50 |
| 1457633_x_at                      | Cox6a2 | 0.17 | 0.00 |
| 1416565_at                        | Cox6b1 | 0.98 | 0.83 |
| 1434491_a_at                      | Cox6c  | 0.82 | 0.03 |
| 1416112_at                        | Cox8a  | 0.88 | 0.01 |
| 1443789_x_at                      | Cox8c  | 0.55 | 0.00 |
| 1449710_s_at                      | Atp5a1 | 0.87 | 0.01 |
| 1443495_at                        | Atp5j2 | 0.70 | 0.03 |
| 1459740_s_at                      | Ucp2   | 1.07 | 0.63 |

## Supplementary Table 2.

### RT-PCR primers used for mRNA expression analysis.

| Gene         | Forward                 | Reverse                  |
|--------------|-------------------------|--------------------------|
| <b>Mouse</b> |                         |                          |
| Ins1         | TAGTGACCAGCTATAATCAGAG  | ACGCCAAGGTCTGAAGGTCC     |
| Ins2         | CCCTGCTGGCCCTGCTCTT     | AGGTCTGAAGGTCACCTGCT     |
| Pcsk1        | AGTTGGAGGCATAAGAATGCTG  | GCCTTCTGGGCTAGTCTGC      |
| Pcsk2        | GTGTGATGGTTTTGCGTCTG    | GGGAGCTTTCGGACTCCAA      |
| Abcc8        | TCAACTTGTCTGGTGGTCAGC   | GAGCTGAGAAAGGGTCATCCA    |
| Kcnj11       | CTGTCCCGAAAGGGCATTAT    | CGTTGCAGTTGCCTTTCTTG     |
| Pclo         | TACTCGGACCCATTTGTGAA    | TACTGTTTGATTCCACTCGGGATT |
| Rims2        | CTGCTCAGCTAGTGGGACG     | CCCGGATGATTTCTACCTCCAG   |
| Sylt4        | ATCATTTAGTGTGCCGAGAATGC | CCTGTTCCGTAATCAAAGCGA    |
| Vamp2        | GCTGGATGACCGTGCAGAT     | GATGGCGCAGATCACTCCC      |
| Gjd2         | CAGCAGCACTCCACTATGATTG  | CGTACACCGTCTCCCCTACAA    |
| Slc30a8      | CAGAGAACTTCGACAGAAGCC   | CTTGCTTGCTCGACCTGTT      |
| Glut2        | TGTGATCCAGTGAGTCTCCAA   | GGCGCACATCTATAATGCTCT    |
| Gck          | GATGTATTCCATCCCCGAGGACG | GCTCCACATTCTGCATCTCCTCC  |
| Hk1          | GTGGACGGGACGCTCTAC      | TTCACTGTTTGGTGCATGATT    |
| Gapdh        | CATGTTCCAGTATGACTCCACTC | GGCCTCACCCCATTTGATGT     |
| Eno1         | TGCGTCCACTGGCATCTAC     | CAGAGCAGGCGCAATAGTTTTTA  |
| Ldha         | AGGTTACACATCCTGGGCCATT  | TCAGGAGTCAGTGTCACCTTCACA |
| Pcx          | CTGAAGTTCCAAACAGTTCGAGG | CGCACGAAACACTCGGATG      |
| Cox6a1       | TACCCTCACCTGCGCATCAG    | TCATAGCCGGTCGGAAGTGG     |
| Atp5a1       | TCTCCATGCCTCTAACACTCG   | CCAGGTCAACAGACGTGTCAG    |
| NeuroD1      | GCCCAGCTTAATGCCATCTTT   | CAAAAGGGCTGCCTTCTGTAA    |
| Ngn3         | GTCGGGAGAACTAGGATGGC    | GGAGCAGTCCCTAGGTATG      |
| MafA         | TTCAGCAAGGAGGAGGTCAT    | CTCTGGAGCTGGCACTTCTC     |
| MafB         | CTGCGCCCCTAGCCCTGGACTC  | GGCGGCCCTGGCACTCACAAA    |
| Mct1         | TGTTAGTCGGAGCCTTCATTTT  | CACTGGTCGTTGCACTGAATA    |
| Ucn3         | GCTGTGCCCCCTCGACCT      | TGGGCATCAGCATCGCT        |
| DIk1         | CCCAGGTGAGCTTCGAGT      | GGAGAGGGGTACTCTTGTGAG    |
| Npy          | AGAGATCCAGCCCTGAGACA    | GATGAGGGTGAAACTTGGA      |
| Oat          | AGGGAAAGGGTTGCTAAATGC   | CGCAGGCACACCTTCCA        |
| Pdgfra       | GACCCTGTTCCAGAGGAGGAA   | TTCCGAAGTCTGTGAGCTGTGT   |
| Igfbp4       | CGGAGCTGTCGGAAATCG      | TTGAAGCTGTTGTTGGGATGTT   |
| Myk          | TGGGGGACGTGAAACTGTTTG   | GGGGCAGAATGAAAGCTGG      |
| Dnmt3a       | AACGGAAACGGGATGAGTG     | ACTGCAATTACCTTGGCTTTCT   |
| Pdx1         | GAAATCCACCAAAGCTCACG    | CGGGTCCGCTGTGTAAG        |
| Nkx6.1       | GAAGCGTGGTGTGAGATGA     | GGGCCCTTCCAAACAAGT       |
| Nkx2.2       | CCGGGCGGAGAAAGGTATG     | CTGTAGGCGGAAAAGGGGA      |
| Hnf4a        | GAGAGGGTCAGAAGCAGACG    | TTGCACAACCACAGGAAGGT     |
| Itih5        | ATCAACTGCATGTGGAGGTCA   | ACTGAGACATCATTTCCCATCT   |
| Fgf1         | CCCTGACCGAGAGGTTCAAC    | GTCCCTTGTCCTATCCACG      |

|            |                      |                      |
|------------|----------------------|----------------------|
| Cxcl12     | CCCTGCCGGTTCTTCGA    | CAGCCGTGCAACAATCTGAA |
| Actin      | TGTACCCAGGCATTGCTGAC | CTGCTGGAAGGTGGACAGTG |
| <b>Rat</b> |                      |                      |
| Dnmt3a     | GCACCAGGGAAAGATCATGT | TGACGATGGAGAGGTCATTG |
| Actin      | AGGCCCTCTGAACCCTAAG  | GGAGCGCGTAACCCTCATAG |

How the deposited data were processed for this re-analysis (not part of the article)

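Methylated DNA was measured by MeDIP-seq in islets of WT and βRapKO mice 8 weeks old, with 2 libraries per genotype. The microarray, western blot and Q-PCR experiments were not analysed here. The authors aligned the reads to mm10 and called peaks in each library separately with MACS version 1.4.2, with no control library, a p cutoff of 1e-05, 1 tag kept per position and a local background over 10000 bp. For each peak they deposited a count of tags that was not normalized. The authors also deposited for each peak the −log10 of the caller's p multiplied by 10, and its fold enrichment over the local background. The files hold no FDR. Tags outside peaks and the 500 bp windows behind the DMRs of the paper were not used here. A call without a control library also marks places where tags accumulate for other reasons, such as repeats, and its threshold is easier to pass in a deeper library.

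Peaks on the autosomes, X and Y were merged across libraries where they overlapped by at least 1 bp. Tags of all peaks of a library in a region were added. For an alternative, 500 bp windows were cut from the peaks, with the tags of a peak spread evenly over its length. A window was called in a library where its peaks covered at least 250 bp. Library size was the number of tags after removal of duplicates, between 25585533 and 31330751 per library. Regions with a peak in all 4 libraries were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment, an FDR under 0.05 and a fold-change above 1.5. The test was checked on simulated data with 200 changed regions, of which 109 were found, while 6 unchanged regions were called. The common dispersion was 0.015, and the simulation used it for every region. Only 2-fold differences were simulated. Intervals for single counts were not computed, since the spread between libraries was larger than counting error. Quantiles of tag density were compared by an exact permutation test, which cannot give a p below 0.333 with 2 libraries against 2. Regions by call pattern, regions past the fold-change and genes with such regions were counted without a test. The disallowed genes were compared with 10000 random lists of genes matched on the number of regions per gene.

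Samples were grouped by the genotype and replicate number of the sample labels. The same replicate numbers, 1 and 2, occur in both genotypes of the labels, and this numbering is the only source of a pairing. The replicate number was therefore used as a block in an alternative fit. Gene positions came from the GENCODE M21 annotation and CpG sites from the reference sequence, both of GRCm38. Exons were numbered along 1 principal transcript per gene. The genes named in the text were the disallowed genes of Supplementary Fig. 5b and Fig. 6i, the genes of Fig. 6j, Ldha, Rptor and Dnmt3a. Another gene covered by this rule is not reported here. The regions named in the text were, for each gene, the region with the most tags, and the 2 regions per direction with the highest CPM among those called in 1 genotype. A rule for the 3 regions with the smallest p named none, since no region passed the FDR. Regions outside genes and their upstream 2 kb were not assigned.

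The alternatives were another library size, TMM normalization, DESeq2 (version 1.42.0), limma (version 3.58.1) on log2(CPM + 0.5), stricter peaks (−log10(p) multiplied by 10 of at least 100), autosomes alone, an overlap of 50% of the shorter peak, 500 bp windows, tags per kb of peaks, regions with 1 peak per library, at least 50 tags in every library, an FDR under 0.01, a fold-change above 2, other gene windows, the replicate block and the removal of each library in turn. All were chosen before the data were examined, except an equal number of top-ranked peaks per library and the count of regions that passed the fold-change or were called in 1 genotype only. Statistics outside R used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.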

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

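The test described here was chosen after the peak had been seen. MACS called 1 peak on the mitochondrial genome, in βRapKO replicate 2, from position 2287 to 5614 with 421 tags and a fold enrichment of 5.35. No such peak was called in the other 3 libraries. The paper does not report on mitochondrial DNA. A call near the threshold was tested by its rank: its −log10(p) was at percentile 87.3 among the peaks of that library, so it was not a borderline call, although its fold enrichment was at percentile 18.4. The peak was in 1 of the 2 βRapKO libraries, so it cannot be told apart from a difference between single libraries, and no biological explanation was tested.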

How the results depend on the processing

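Every alternative given here but the equal number of peaks per library was set before the data were examined. The FDR of peaks could not be used as an alternative, since the files hold no FDR. No region lower in βRapKO passed the FDR and fold-change in the edgeR, DESeq2 and limma fits with all 4 libraries, including the replicate block (0 regions, as without the block). For regions higher in βRapKO, DESeq2 gave 2 where the other fits gave 0. The number at an unadjusted p under 0.05 was 4363 (2950 lower and 1413 higher) without and 4731 with the block. It was 9777 with tags per kb of peaks (9519 lower and 258 higher). The excess of lower regions was reversed with TMM (1802 lower and 2253 higher), with the sum of tags in peaks (656 and 3842) and with DESeq2 (365 and 598). In the same order, these scalings raised the median log2 fold-change of all regions by 0.064, 0.16 and 0.062. The reversals therefore cannot show whether a difference common to all regions was present.

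The density ratios at the 25% quantile, the median and the 75% quantile stayed below 0 with the tags before removal of duplicates (−0.12, −0.15 and −0.18) and with stricter peaks (−0.11 and −0.15 at the outer quantiles). Leaving out a library gave −0.12 to −0.13 at the median. The density ratios were reversed with the sum of tags in peaks as library size (0.061, 0.033 and 0.0034). This library size removes a decline common to all peaks, so the reversal does not argue against such a decline.

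With stricter peaks, 4816 regions were called in WT only and 1141 in βRapKO only, a ratio of 4.22. With 500 bp windows the counts were 16544 and 15183, a ratio of 1.09. With an equal number of peaks per library, chosen after seeing the data, the counts were 4612 and 4967, and the ratio of 0.929 was reversed. With a library left out, the rule asks for a peak, or its absence, in 1 library of that genotype in place of 2, so counts of regions and genes rise by definition. Across the 4 settings that each left out a library, the counts ran from 15784 to 31916 and from 6077 to 12399, and the ratio from 1.35 to 5.25.

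Regions past the fold-change numbered 1332 lower and 966 higher. The lower count was 886 with TMM, 484 with the sum of tags in peaks, 298 with stricter peaks, 3993 with 500 bp windows, 3016 with tags per kb of peaks, 98 at a fold-change above 2 and 656 with at least 50 tags. The higher count was 2482 with the sum of tags in peaks, 370 with stricter peaks, 443 with 500 bp windows, 90 with tags per kb of peaks, 97 at a fold-change above 2 and 361 with at least 50 tags. With TMM the higher count, 1385, exceeded the lower one, as it did with DESeq2's size factors (1371 against 893). The higher count was also the larger with the sum of tags in peaks (2482 against 484) and with stricter peaks (370 against 298). Apart from stricter peaks, these settings shift all regions in a common direction, so their balance cannot show a difference common to all regions. Leaving out a library gave 2330 to 4408 lower and 1579 to 2839 higher regions. Without WT replicate 1 more regions were higher (2839) than lower (2350). Without any other library more were lower than higher.

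Genes with a lower region numbered 2475 with stricter peaks, 501 with promoters only and 852 with regions called in all 4 libraries. Genes with a higher region numbered 727, 192 and 480 in the same settings and 4158 with 500 bp windows. Leaving out a library gave 6089 to 8641 and 3443 to 4672 genes. The disallowed genes with a lower region were 2 with promoters only, 2 with regions called in all 4 libraries and 11 with tags per kb of peaks, which moved the share of matched lists to 0.0297. The share was 0.124 with the sum of tags in peaks, 0.199 with stricter peaks, 0.220 with 500 bp windows, 0.190 with the gene body plus 10 kb, 0.194 with promoters only and 0.359 with regions called in all 4 libraries. They were 12 to 15 when a library was left out.

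Among the named genes, 18 of 169 log2 fold-changes were reversed. With the sum of tags in peaks they were 0.091 at Oat, 0.0003 at Gucy1a3, 0.089 at Cat, 0.031 at Ldha and 0.10 at Dnmt3a. With tags per kb of peaks they were −0.11 at Acot7, −0.022 at Fgf1 and −0.071 at Hk1. Dnmt3a was at 0.0051 with TMM, 0.0037 with DESeq2 and 0.25 with stricter peaks. Leaving out a library gave −0.35 to 0.17 at Oat, −0.86 to 0.61 at Cat, −0.17 to 0.16 at Fgf1, −0.045 to 0.24 at Hk1 and −0.20 to 0.072 at Dnmt3a. The sum of tags in peaks moved the median log2 fold-change of all regions by 0.16, TMM by 0.064 and DESeq2's size factors by 0.062, so the reversals under these scalings were of the size of a shift common to all regions. Tags per kb of peaks moved the median by −0.10, and Acot7 and Hk1 moved further than this. The cause of the changes with tags per kb of peaks, stricter peaks and left-out libraries was not tested.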

Differences from the paper's values

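The paper's number of DMRs is 22046, with 17144 hypo-methylated and 4902 hyper-methylated. Its DMRs are windows of 500 bp that overlapped a peak, whereas merged peak regions were counted here, so the units differ. For the FDR and for fold-change alone, only regions with a peak in all 4 libraries entered. Here 0 regions passed the FDR and fold-change in each direction, and by fold-change alone 2298 regions did, 1332 lower and 966 higher. None of the alternatives set before the data were examined closed these gaps for the FDR or for fold-change alone. The largest count of lower regions by fold-change alone was 4408, without βRapKO replicate 2, against the paper's 17144. With regions counted when they passed the fold-change or were called in 1 genotype only, the definition set for genes but applied to the count of regions after the values had been seen, 12992 regions were counted, 9079 lower and 3913 higher. The 3913 higher regions were within 1.5 times the paper's 4902, and so were the counts with TMM (4332), DESeq2's size factors (4318), the sum of tags in peaks (5429), autosomes alone (3819) and the overlap of 50% of the shorter peak (3908). The 9079 lower regions were not within 1.5 times the paper's 17144. Under this definition the lower count was within 1.5 times with 500 bp windows (20537), without WT replicate 2 (19533), without βRapKO replicate 1 (18114) and without βRapKO replicate 2 (22208), and the total was within 1.5 times of the paper's 22046 without WT replicate 2 (32746) and without βRapKO replicate 1 (31859). Without a library, a region called in 1 genotype only needs a single library in that genotype, or the absence of a single one, so these counts rise by definition and do not show a closer match to the paper. In each of the 4 settings the higher count exceeded the paper's by more than 1.5 times, with 15626, 13213, 13745 and 13978 regions in the order of the 4 lower counts. The paper's number of genes with hypo-methylated DMRs is 5713, against 3806 genes with a lower region. This gap was within 1.5 times with 500 bp windows (5340 genes), tags per kb of peaks (4327), the gene body plus 10 kb (5327), without WT replicate 2 (6161), without βRapKO replicate 1 (6089) and without βRapKO replicate 2 (7181), and not with the others. The counts without a library rise for the same reason. The 500 bp windows used here were cut from the called peaks, with the tags of a peak spread evenly over it. They are not the paper's windows, so a count within 1.5 times does not show a match to the paper.

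The paper describes Hk1 as hypo-methylated, while by CPM its region with the most tags had a log2 fold-change of 0.10. Its regions in all 4 libraries were divided by CPM into 4 below and 4 above WT. By tags per kb of peak, each of those regions had a lower mean in βRapKO than in WT. Another Hk1 region, over exon 2, had peaks in both WT libraries and neither βRapKO library, and is a lower region by the definition used for genes. The paper shows Acot7 among the hypo-methylated genes, while its region with the most tags had a log2 fold-change of 0.55 and a region in intron 8 had peaks in WT only. Fgf1, also among those genes, had a log2 fold-change of 0.0052 at its region with the most tags and a further region with peaks in WT only. With tags per kb of peaks the regions with the most tags had the paper's direction. Their log2 fold-changes were −0.071 in Hk1, −0.11 in Acot7 and −0.022 in Fgf1. The median of all regions called in all 4 libraries was −0.17 in that unit. The paper also describes Dlk1, Pdgfra and Oat as hypo-methylated, and none of them had a lower region by the definition used for genes. By CPM their regions with the most tags had log2 fold-changes of −0.30, −0.18 and −0.064. Dlk1 had a higher region, with peaks in both βRapKO libraries and neither WT library. Tgm2, Parp3 and Gucy1a3, shown by the paper among the hypo-methylated genes, had no lower region either.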

Other observations

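The tests of the depth of WT replicate 2, of other pairings of the libraries and of peak width were chosen after the results had been seen. More regions were called in WT only (7747) than in βRapKO only (2947). The number shared by the WT libraries alone was 0.998 times the number shared by WT replicate 2 and βRapKO replicate 2 alone, and 1.18 times the number shared by WT replicate 2 and βRapKO replicate 1 alone. With the same number of top-ranked peaks in each library, 117638, the excess was gone (ratio 0.929). Keeping equal numbers also removes a real difference in the number of methylated regions, so this test cannot separate the 2 readings. Of the 3 ways to pair the 4 libraries, 1 gave an imbalance as large as the genotypes (2.63), but pairing by replicate number gave 2.57, and 3 pairings cannot give a share under 0.05. The depth and the number of peaks of WT replicate 2 remain candidate explanations of the excess.

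Lower peak tag density in βRapKO was tested against 3 technical explanations. The median log2 ratio of CPM in the regions called in all 4 libraries was 0.477 of the median density ratio over all peaks, and 0.368 of the median density ratio in the same regions. CPM were counted inside the peak called in each library, and a wider call holds more tags, so these values do not isolate the effect of peak width. A Hk1 region from 62289377 to 62293037, looked at after the results had been seen, had 4.66 and 4.51 tags per kb of peak per 1000000 tags in the WT libraries and 2.07 and 2.29 in the βRapKO libraries, where the peaks were wider, while its log2 fold-change of CPM was 0.38. The WT libraries differed in median peak width (1059 and 938 bp) but had median densities of 1.85 and 1.84. They also differed in the number of tags and of peaks, so these medians cannot argue for or against width. The part of the density difference that comes from width could not be separated. Promoters of 25 germline genes, listed beforehand as loci methylated outside germ cells, gave 20 regions with a median log2 density ratio of −0.26. Region sets matched on CpG density had a median of −0.20, and 9.51% of them fell more. The decline was therefore also seen at loci outside the beta cell genes, which is consistent with a difference in enrichment of methylated DNA between libraries, and also with a decline across the genome. The rank correlation of CpG density with the density ratio was −0.0473 between genotypes, and 0.0773 and 0.0538 between the libraries of 1 genotype. The decline cannot be told apart from a difference in enrichment.

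For single regions, 3 of the 3 splits of the 4 libraries into 2 and 2 gave as many regions past the FDR and fold-change as the genotypes (0 in each). With a count of 0 this outcome was fixed in advance and shows nothing about the genotypes. The smallest adjusted p was 0.173 by genotype, 0.369 by replicate number and 0.426 in the crossed split (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found for 4363 regions by genotype, 3347 by replicate number and 2736 in the crossed split. By fold-change alone the genotypes gave 2298 regions, the replicate numbers 2094 and the crossed split 1935.

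The number of regions per gene was tested for the disallowed genes. A share of 0.0806 of matched random lists held as many genes with a lower region, and lists that were not matched gave nearly the same share, 0.0819 (5.88 against 5.56 genes on average). The 9 genes did not stand out from either kind of list, and matching on the number of regions changed little, whereas with tags per kb of peaks 11 genes did, with a share of 0.0297. Their number with a higher region, 2, was met by a share of 0.841 of matched lists.

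Dnmt3a had 9 regions, 4 of them in all 4 libraries, 3 below and 1 above WT. Tags inside peaks on chromosome Y were 0.342% and 0.375% of all WT tags and 0.337% and 0.326% of all βRapKO tags. Peaks on Y were called in all 4 libraries, and tags on Y outside peaks were not available.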
